# Growth, Enzymatic, and Transcriptomic Analysis of *xyr1* Deletion Reveals a Major Regulator of Plant Biomass-Degrading Enzymes in *Trichoderma harzianum*

**DOI:** 10.3390/biom14020148

**Published:** 2024-01-24

**Authors:** Lunji Wang, Yishen Zhao, Siqiao Chen, Xian Wen, Wilfred Mabeche Anjago, Tianchi Tian, Yajuan Chen, Jinfeng Zhang, Sheng Deng, Min Jiu, Pengxiao Fu, Dongmei Zhou, Irina S. Druzhinina, Lihui Wei, Paul Daly

**Keywords:** CAZymes, XYR1/XlnR/XLR-1, cellulose, transcriptional regulation

## Abstract

The regulation of plant biomass degradation by fungi is critical to the carbon cycle, and applications in bioproducts and biocontrol. *Trichoderma harzianum* is an important plant biomass degrader, enzyme producer, and biocontrol agent, but few putative major transcriptional regulators have been deleted in this species. The *T*. *harzianum* ortholog of the transcriptional activator XYR1/XlnR/XLR-1 was deleted, and the mutant strains were analyzed through growth profiling, enzymatic activities, and transcriptomics on cellulose. From plate cultures, the Δ*xyr1* mutant had reduced growth on D-xylose, xylan, and cellulose, and from shake-flask cultures with cellulose, the Δ*xyr1* mutant had ~90% lower β-glucosidase activity, and no detectable β-xylosidase or cellulase activity. The comparison of the transcriptomes from 18 h shake-flask cultures on D-fructose, without a carbon source, and cellulose, showed major effects of XYR1 deletion whereby the Δ*xyr1* mutant on cellulose was transcriptionally most similar to the cultures without a carbon source. The cellulose induced 43 plant biomass-degrading CAZymes including xylanases as well as cellulases, and most of these had massively lower expression in the Δ*xyr1* mutant. The expression of a subset of carbon catabolic enzymes, other transcription factors, and sugar transporters was also lower in the Δ*xyr1* mutant on cellulose. In summary, *T*. *harzianum* XYR1 is the master regulator of cellulases and xylanases, as well as regulating carbon catabolic enzymes.

## 1. Introduction

The *Trichoderma* genus includes important biocontrol agents and plant growth-promoting filamentous fungi, as well as saprotrophic fungi that are critical to nutrient cycles [1]. *Trichoderma* is found in diverse habitats such as soil, water, and the rhizosphere of plants [2]. The efficient degradation of plant biomass by *Trichoderma* species relies on the production of a diverse range of plant biomass-degrading enzymes, such as cellulases and hemicellulases, and requires a gene regulation system that can tightly control the expression of the relevant genes to optimize enzyme production under appropriate conditions [3,4]. *Trichoderma* species are known to be highly efficient producers of plant biomass-degrading enzymes such as cellulases, making them a valuable source for industrial applications such as plant biomass conversion and biofuel production. In particular, cellulase enzymes play a crucial role in the breakdown of cellulose, one of the most abundant polysaccharides on Earth. *Trichoderma harzianum* is one of the most important *Trichoderma* species, and is recognized for its significant potential in various biotechnological applications, such as plant disease biocontrol, plant growth promotion [5], and plant biomass-degrading enzyme production [6].

The transcriptional regulation of plant biomass-degrading enzymes in filamentous fungi is a complex process involving a range of activating and repressing transcription factors that are signaled to via a range of environmental signals, with inducing sugars derived from plant biomass being the most prominent environmental signals [3,4,7]. Within ascomycete fungi, there are lineage-specific transcription factors as well as more taxonomically broad conserved transcription factors, and a further layer of complexity is added by the variation in the range of enzymes activated by orthologous transcription factors. E.g., XYR1/XlnR/XLR-1 is one of the major transcriptional activators of plant biomass-degrading enzymes, and can activate cellulase and xylanase gene expression in fungi such as *Aspergillus niger* [8] and *Trichoderma reesei* [9], and XYR1/XlnR can in effect act as a master regulator. In contrast, in another ascomycete, *Neurospora crassa*, the activation is limited mainly to xylanase gene expression [10]. As well as XYR1/XlnR/XLR-1, other transcriptional activators of (hemi-)cellulose expression include ACE2 [11], ACE3 [12], and CLR-2 [13]. The transcription factor XPP1 has been identified as a xylanase but not a cellulase regulator in *T. reesei* [14]. Other regulators activate a narrower range of enzyme activities, such as the arabinose- and galactose-related ARA1 transcription factor [15]. As well as activators, there can be repressors that can be either wide-domain-acting, such as the carbon catabolite repressor CRE1/CreA [16], or plant biomass-degrading enzyme-specific transcriptional repressors such as ACE1 [17] and RCE1 [18]. As well as transcription factors, the regulation of xylanase and cellulase expression is related to other factors such as how in *T. reesei*, the packaging of chromatin is an important factor [19].

Within the *Trichoderma* genus, there are only three species where *xyr1* has been deleted, and these are *T. reesei* (Section Longibrachiatum), *T*. *atroviride* (Section Trichoderma), and *T*. cf. *guizhouense* (Harzianum/Virens clade). In *T. reesei*, XYR1 is a transcription factor that acts as a master regulator, controlling the expression of cellulases and hemicellulases in response to the presence of cellulose and hemicellulose substrates. In *T*. *reesei* QM9414, the deletion of *xyr1* led to a lower expression of cellulases and xylanases on crude plant biomass substrates [20] and Avicel cellulose [21]. Similarly, in *T*. *reesei* RUT-C30, the deletion of *xyr1* led to a lower expression of most cellulases and hemicellulases, and many sugar transporters, when cultured on a mixture of Avicel cellulose and wheat bran [22]. In the *T*. *reesei* RUT-C30 Δ*xyr1* mutant, other genes had an increased expression related to a suggested starvation stress response due to the inability of the Δ*xyr1* mutant to obtain carbon from the complex plant biomass substrates [22]. As well as regulating the plant biomass-degrading enzymes, *T*. *reesei* XYR1 can also regulate genes involved in the catabolism of D-xylose, as evidenced by the dramatically reduced growth of the *T. reesei* QM9414 Δ*xyr1* mutant on D-xylose [9]. In *T*. *reesei* QM9414, XYR1 is also involved in co-regulation with other transcription factors; e.g., ARA1 and XYR1 co-regulate the transcriptional response to L-arabinose [15]. In the *Trichoderma* cf. *guizhouense* strain NJAU4742, XYR1 appeared to be the main regulator of cellulases and xylanases, although the induction pattern of cellulases and xylanases varied depending on whether Avicel cellulose or xylan was used as the inducer [23]. Although extensive research has elucidated the role of *xyr1* in cellulase and hemicellulase production in *T*. *reesei*, and more recently in *T*. cf. *guizhouense*, there are no reports of the regulon of XYR1 in the *Trichoderma atroviride* P1 strain Δ*xyr1* mutant, as the study focused on other aspects of XYR1 function [24]. There are also no reports of the deletion of *xyr1* in *T. harzianum*.

Previously, *xyr1* was overexpressed in the *T. harzianum* strain P49P11 under the control of a constitutive promoter [25]. In the *T. harzianum xyr1* overexpressing strain, there was ~50% higher cellulase, xylanase, and β-glucosidase activities, and a higher expression of cellulases and xylanases was measured in cultures with sugar cane bagasse [25]. The higher levels of gene expression and activities in the *T. harzianum* P49P11 *xyr1* overexpressing strain suggested that XYR1 in *T. harzianum* could be co-regulating the expression of cellulases and xylanases, but an *xyr1* deletion mutant would be required to investigate this more conclusively. A further recent analysis of a set of wild type *T. harzianum* strains suggested an extensive *xyr1* co-expression gene network, which is potentially regulated by XYR1 [26]. In our study, we deleted *xyr1* in *T. harzianum* and analyzed growth patterns, enzymatic activities, and transcriptional responses to cellulose, to understand the function of *T. harzianum* XYR1.

## 2. Materials and Methods

### 2.1. Strains, Media, and General Growth Conditions

*Escherichia coli* DH5α was utilized for routine cloning, and the strain *Trichoderma harzianum* CBS 226.95 was used as the parental strain for gene knockout. All *T. harzianum* plate cultures were incubated at 28 °C on PDA for sporulation, or minimal medium with 15 g/L agar during the transformation work. The composition of the minimal medium (MM) used was 5 g/L (NH_4_)_2_SO_4_, 15 g/L KH_2_PO_4_, 0.6 g/L MgSO_4_, 0.6 g/L CaCl_2_, and 2 mL/L Vishniac solution 500X stock, and adjusted to pH 5.5 with KH_2_PO_4_ or K_2_HPO_4_ [27].

### 2.2. Construction of xyr1 Deletion T. harzianum Strains

PEG-mediated protoplast transformation of *T. harzianum* was performed based on the protocol described previously [28]. Table S1 lists the primer sequences used in the generation of the deletion fragment, the screening of transformants, and the confirmation of deletion mutants, and Figure 1 illustrates the binding sites of these primers. The hygromycin resistance gene cassette was amplified from the pcDNA1 plasmid, and combined with ~2000 bp upstream and downstream flanks of the *xyr1* CDS (Triha1_1126), and the pCE-Zero vector using the recombination-based ClonExpress Ultra One Step cloning kit (Vazyme, Nanjing, China). The deletion fragment was amplified from deletion plasmids, and 1 µg was used to transform protoplasts, and 120 µg/mL hygromycin was used to select for transformants. After PCR-based screening of transformants, single-spore purification, and culturing on and off hygromycin selection to confirm the stability of strains was performed. The strain spore suspensions were stored at −80 °C in 30% glycerol. Two independent *xyr1* deletion mutants were generated (Δ*xyr1-2* and Δ*xyr1-63*). The gene modifications in the recombinant strains were confirmed using PCR and the sequencing of the PCR products at Sangon Biotech, Shanghai, China.

### 2.3. Growth Profiling Analysis of T. harzianum Δxyr1 Mutants

The growth profiling was performed in triplicate in 9 cm Petri dishes on MM with 1.5% Ultra-pure agarose (Invitrogen, Carlsbad, CA, USA) with one of the following carbon sources: 25 mM D-glucose (Cat. no. G6172, Macklin, Shanghai, China), D-fructose (Cat. no. D809612, Macklin), D-xylose (Cat. no. XBO998, Sangon Biotech, Shanghai, China), L-arabinose (Cat. no. L824031, Macklin), cellobiose (Cat. no. C6182, Macklin), 1% *w*/*v* microcrystalline cellulose from cotton linters (Cat. no. 435236, Sigma, Shanghai, China), or 1% *w*/*v* xylan (from corn cob) (Cat. no. X823251, Macklin), or without an added carbon source. For growth profiling plate cultures, the plates were inoculated with a ~4 mm^2^ agar plug from the growing edge of the *T. harzianum* colony from a PDA plate, and then incubated for at least four days at 28 °C with 12 h light and 12 h dark. After 48 h, the colony diameters were measured, and after both 48 h and 96 h, photos of the colonies were taken. Table S3 contains the colony diameter measurements from the two repeat experiments. Two independent deletion strains were tested for growth on the carbon sources to confirm the reliability of attributing the observed phenotypes to the deleted gene. We selected one of the deletion strains to use in further studies.

### 2.4. Shake-Flask Cultures for Enzymatic and Transcriptomic Analyses

To inoculate pre-cultures, spores were harvested from a PDA plate using a 0.05% tween 20 solution, filtered with a nappy gauze, and inoculated into a 250 mL flask containing 50 mL MM supplemented with 1% *w*/*v* D-fructose and 0.1% *w*/*v* peptone to give a 1 × 10^4^/mL spore final concentration. The pre-cultures were incubated at 28 °C and 200 RPM for 36 h in the dark. For transfer, the mycelia were collected using a 38 µm nylon net filter and washed twice with ~200 mL MM solution. Then, 1 g wet weight of mycelia was transferred into 250 mL flasks containing 50 mL of MM with either 25 mM D-fructose, 1% *w*/*v* cellulose (microcrystalline from cotton linters), or without an added carbon source, and incubated for up to 36 h at 28 °C with 200 RPM in the dark. Liquid samples from the cultures were collected at various time-points for enzyme assays and PAGE gel analysis. The liquid samples from the cultures were centrifuged, and the supernatants were flash-frozen in liquid nitrogen and stored at −20 °C. For transcriptomic analysis, mycelia were collected from cultures from the 18 h time-point, flash-frozen in liquid nitrogen, and stored at −80 °C. To take account of variability from different spore plates, separate spore plates were used to inoculate each of the three sets of replicate pre-cultures, and each set of replicate pre-cultures was transferred to their respective replicate cultures with various carbon sources.

### 2.5. Enzyme Activity and PAGE Gel Analysis of the T. harzianum Δxyr1 Mutant

*p*-nitrophenol (*p*NP) enzymatic activity assays were performed in 96-well plates using a total volume of 100 μL containing 20 mM Tris-HCl pH 7.5, 2.5 mM of the *p*-nitrophenol-linked substrate, and culture supernatants. A range of concentrations of *p*-nitrophenol standard solution (0.5 to 25 nmol/100 µL) were prepared to determine the concentration of *p*-nitrophenol released. The absorbance was measured at 405 nm using a spectrophotometric plate reader. Enzyme activity units are defined as the amount of nmol *p*NP released by 1 μL of culture supernatant in 1 h. β-glucosidase activity was detected using *p*-nitrophenyl-β-D-glucopyranoside, and β-xylosidase activity was detected using *p*-nitrophenyl-β-D-xylopyranoside (both from Macklin, Shanghai, China). The *p*-nitrophenol linked substrates were prepared as 50 mM stock solutions in water. Two technical replicates and three biological replicates were set up in the experiment. In a time-course analysis of the enzyme activities, aliquots from 0 h, 12 h, 24 h, and 36 h, from D-fructose, no carbon, and cellulose cultures were analyzed.

Cellulase activity assays were used to measure the breakdown of cellulose by enzymes from the culture supernatants. The assays were performed in 2 mL tubes using a total volume of 750 μL containing 50 mM sodium acetate pH 4.5, 10 mg (1.3% *w*/*v*) cellulose (microcrystalline from cotton linters) with 100 μL culture supernatant from separate cellulose shake-flask cultures from 18 h or 36 h, and 0.02% *w/v* NaN_3_ to prevent microbial growth. The reactions were shaken horizontally at 37 °C with 200 RPM for up to 72 h. At 0 h, 6 h, 24 h, and 72 h, aliquots of 70 µL were taken from the reactions and were heated at 99 °C for 5 min to inactivate the enzymes. The glucose concentration was measured using a D-Glucose Assay Kit (GOPOD Format) (Megazyme, Bray, Ireland) by measuring the absorbance at 490 nm using a spectrophotometric plate reader.

For PAGE gel analysis, the culture supernatants were concentrated using 10 kDa MWCO diafiltration columns (Millipore, Cork, Ireland) to 10–20 times the original concentration. The protein samples were mixed with 5X loading buffer containing DTT (Cat. no P0015L, Beyotime, Shanghai, China) and heated at 95 °C for 5 min. Sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) was performed using a 10% (*w*/*v*) polyacrylamide gel prepared according to Ultrafast SDS-PAGE Gel Preparation Kit (Zomanbio, Beijing, China). A pre-stained protein ladder (Solarbio, Beijing, China) was also run on the PAGE gels. The PAGE gel was run using a Mini-PROTEAN Tetra Cell System (Bio-Rad, Hercules, CA, USA) with running buffer containing 0.1% *w*/*v* SDS, 0.303% *w*/*v* Tris base, and 1.44% *w*/*v* glycine. The PAGE gels were silver-stained according to the Fast Silver Stain Kit (Beyotime).

### 2.6. RNA Extraction, Sequencing, and Analysis of the T. harzianum Δxyr1 Mutant

Total RNA was extracted using the Magnetic Tissue/Cell/Blood Total RNA Kit (Tiangen Biotech, Beijing, China) according to the manufacturer’s instructions. RNA purity and quantity were evaluated using a NanoDrop spectrophotometer (Thermo Scientific, Waltham, MA, USA), and RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

For the library preparation for transcriptome sequencing, a total amount of 1.5 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). To select cDNA fragments of preferentially 200–250 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter, Brea, California, USA). Then, 3 μL USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min, followed by 5 min at 95 °C, before PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers, and Index (X) Primer. The purified PCR products (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The library preparations were sequenced on an Illumina NovaSeq 6000 platform by Beijing Allwegene Technology (Beijing, China), and paired-end 150 bp reads were generated. About ~40 M raw reads for each sample were generated. The RNA-Seq reads from this project were submitted to the GEO database (GEO accession GSE252008).

Raw data (raw reads) of fastq format were first processed through in-house Perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter sequences, reads containing poly-N, and low-quality reads from raw data. At the same time, Q20, Q30, GC-content, and the sequence duplication level of the clean data were calculated. All downstream analyses were based on clean data with high quality. These clean reads were then mapped to the reference genome sequence using STAR aligner (v2.5.2b) [29]. Only reads with a perfect match or one mismatch were further analyzed and annotated based on the reference genome for the *T. harzianum* CBS 226.95 strain from NCBI at https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_003025095.1/ (accessed on 13 November 2023) [30]. The percentage of uniquely mapped reads was at least 95% in all samples. HTSeq (v 0.5.4) [31] was used to count the read numbers mapped to each gene. Gene expression levels were estimated by fragments per kilobase of transcript per million fragments mapped (FPKM). Differential expression analysis was performed using the DESeq2 (1.14.1) [32]. The general criteria for a gene to be considered differentially expressed were >2-fold change in expression and P_adj_ < 0.05 from DESeq2 analysis, and an FPKM > 1 in one condition. The PCA was performed using FactoMineR [33] in the R statistical environment. Hierarchical clustering was performed using the log_2_ FPKM values in the R statistical environment, using the gplots package with the Euclidian distance and complete linkage options selected. The Venn diagrams were generated using the EVenn tool at http://www.ehbio.com/test/venn/#/ (accessed on 13 November 2023) [34].

For gene annotations of the *T. harzianum* Triha1 genes, the annotations from JGI Mycosm were used [35]. For the assignment of the plant biomass-degrading subset of CAZymes and activities, the annotations from [30] were used. For the assignments of *T. harzianum* orthologs of transcription factors related to CAZyme regulation, and the assignment of orthologs of carbon metabolism pathway genes, the annotations of *T. reesei* QM6a Trire2 genes from [20] were assigned to the *T. harzianum* reciprocal BLAST best hit. The reciprocal BLAST best hit analysis of Trire2 and Triha1 proteins was performed in Galaxy using BLAST Reciprocal Best Hits (Galaxy Version 0.3.0) [36,37] using the UseGalaxy.eu server [38]. Table S2 lists the annotations used in the analysis.

## 3. Results

### 3.1. T. harzianum xyr1 Deletion Mutants Generated Using Hygromycin Resistance Cassette

The *T. harzianum* CBS 226.95 is one of the most widely studied *T. harzianum* strains; it is considered the reference strain for the species, and was used here for the deletion of *xyr1*. A linear fragment containing a hygromycin resistance cassette flanked by sequences upstream and downstream of *T. harzianum xyr1* (*Triha1_1126*) was used for the deletion of *xyr1*. Two independent deletion mutants were purified through single-spore isolation after the initial screen of the transformants (Δ*xyr1-2* and Δ*xyr1-63*). Two approaches demonstrated that the mutants had the *xyr1* gene deleted. Firstly, no PCR product for the *xyr1* coding sequence was obtained from the deletion mutants from the attempted amplification using *xyr1* coding sequence primers, as Figure 1B demonstrates. The primers for *xyr1* amplified well from the wild type gDNA, and also, the gDNA from the mutant was of good quality because there was a PCR product amplified using primers for *tef1* (translation elongation factor 1-alpha) and *hph* (hygromycin phosphotransferase) (Figure 1B). Secondly, another set of primers was used that bound to the DNA outside of the sequences flanking the resistance cassette to verify the recombination of the deletion cassette at the *xyr1* locus (see Figure 1A for the location of these primers). The difference in the size of the products amplified from the wild type and Δ*xyr1* loci was too small to easily distinguish on an agarose gel, and instead, restriction digests were used to distinguish the two PCR products. The *KpnI* restriction enzyme digested twice in the product amplified from the Δ*xyr1* locus and did not digest in the product amplified from the wild type locus, thus confirming the recombination of the hygromycin resistance cassette at the *xyr1* locus in both Δ*xyr1* strains (Figure 1C).

### 3.2. The T. harzianum Δxyr1 Mutant Showed Reduced Growth on a Subset of Carbon Sources

For plate growth profiling, two independent *T. harzianum* Δ*xyr1* mutant strains (Δ*xyr1-2* and Δ*xyr1-63*) were grown on eight different carbon sources, including monosaccharides, a disaccharide, and polysaccharides, and compared with the parental wild-type strain (Figure 2). The growth was compared based on the colony diameter and the density of the colony appearance after 48 h, and based on the density of the colony appearance and apparent sporulation levels at 96 h. As expected for a deletion of *xyr1*, there were no clear, consistent differences between the two Δ*xyr1* mutants and wild type on D-glucose, D-fructose, and without an added carbon source, in terms of colony diameter, colony density, or levels of visible sporulation (Figure 2 and Figure S1).

Cellulose and xylan are two key components of plant biomass, and growth on these polymers, and sugars that compose these polymers (i.e., cellobiose from cellulose, and D-xylose and L-arabinose from xylan) can indicate the role of *T. harzianum* XYR1 in the degradation and catabolism of plant biomass-related polysaccharides. At 48 h and 96 h on cellulose, the Δ*xyr1* mutant mycelia appeared less dense than the wild type, and there was less sporulation in the Δ*xyr1* mutants at 96 h, although there was also no significant decrease in the radial growth at 48 h (Table S3). On cellobiose, there was also no clearly visible decrease in the growth of the Δ*xyr1* mutants compared to the wild type. At 48 h on D-xylose, there was a significant reduction (*p* < 0.05) of 15–25% in the colony diameter of both Δ*xyr1* mutants, along with a less dense mutant colony appearance (Figure 2). At the 96 h time-point, as well as a less dense colony appearance, there was much less sporulation visible on the Δ*xyr1* mutant cultures on D-xylose (Figure S1). The appearance of the Δ*xyr1* mutant colonies on D-xylose was similar to their appearance of the cultures without an added carbon source, suggesting that the Δ*xyr1* mutants cannot catabolize D-xylose for any level of growth. On L-arabinose, there appeared to be a small reduction in sporulation levels at the 96 h time-point in the Δ*xyr1* mutants compared to the wild type, but there were no clear, consistent reductions in colony diameter or density in the Δ*xyr1* mutants; however, it needs to be stated that the wild type grew relatively poorly on L-arabinose compared to the other monosaccharides tested. On xylan from corn cob, there was also a less dense colony appearance at 48 h but not to the same extent as on D-xylose, and there were no significant reductions in colony diameter compared to the wild type. At the 96 h time-point, the mutant colonies grown on xylan were also less dense than the wild type, and less sporulation was visible.

The reduction in growth on the polysaccharides suggested a reduction in enzymatic activity in the Δ*xyr1* mutant, and the enzymatic activities related to the degradation of cellulose and xylan polysaccharides were measured. As both *T. harzianum* Δ*xyr1* mutants showed the same growth trends on the different carbon sources, only one of the mutants (Δ*xyr1-2*) was used for subsequent analyses.

### 3.3. Enzyme Activity and Protein Secretion Show Major Decreases in the T. harzianum Δxyr1 Mutant

We analyzed the enzyme activity of the *T. harzianum* Δ*xyr1-2* mutant, as compared to the *T. harzianum* wild-type strain by measuring β-glucosidase, β-xylosidase, and cellulase activities from culture supernatants at various time-points from no carbon, D-fructose, and cellulose shake-flask cultures (Figure 3).

The presence of cellulose clearly induced β-glucosidase and β-xylosidase activities, with activities detected at 12 h after the transfer of mycelia from the *T. harzianum* D-fructose pre-cultures to shake-flasks containing cellulose (Figure 3), whereas there was little or no β-glucosidase and β-xylosidase activity detected at the same time-points after transfer to D-fructose cultures or cultures without a carbon source. At 12 h in the cellulose wild-type cultures, the β-glucosidase activity and β-xylosidase activity were detected at ~0.2 nmol/h/µL, and were maintained at a similar level at 24 h and 36 h. In contrast, the *T. harzianum* Δ*xyr1-2* β-glucosidase activity was ~90% lower than the wild type, and β-xylosidase was not detected in the Δ*xyr1-2* mutant. Clearly, the transcriptional activator XYR1 is crucial for β-xylosidase and β-glucosidase production in *T. harzianum* cellulose cultures. From the activity of β-glucosidase and β-xylosidase, 18 h was selected as the time-point for the RNA-Seq. The 18 h time-point was analyzed for cellulase activity and PAGE gel analysis alongside the 36 h time-point samples.

Cellulase activity was measured from *T. harzianum* wild type and Δ*xyr1-2* 18 h and 36 h cellulose-induced cultures. The amount of glucose released from the cellulose was measured at three time-points in the enzyme assay (6 h, 24 h, and 72 h). The same volumetric amount of culture supernatants were used from the 18 h and 36 h cultures, and there was higher cellulase activity from the 36 h compared to the 18 h cultures. Approximately 10% cellulose was converted to glucose using the enzymes from the 36 h wild-type culture. In stark contrast, no cellulase activity was detected from the Δ*xyr1-2* mutant cultures compared to the wild type from neither the 18 h nor the 36 h cultures. The detection limit of the glucose measurement assay was 33.3 µg/mL in the enzyme reaction or equivalent to the conversion of 0.25% of the cellulose to glucose. Even though more cellulase activity was detected from the 36 h wild-type cultures compared to the 18 h wild-type cultures, no cellulase activity was detected from either of the Δ*xyr1-2* mutant culture time-points. The lack of glucose detection did not change over hydrolysis time, highlighting that cellulase activity from the Δ*xyr1-2* mutant culture was very low. The large decrease in activity between the wild type and the Δ*xyr1-2* mutant from 18 h and 36 h suggests that XYR1 is the major regulator of cellulase activity when cellulose is the inducer and carbon source.

The secreted proteins from the 18 h and 36 h *T. harzianum* wild-type and Δ*xyr1-2* mutant cultures were analyzed using PAGE gel (Figure 3). In the protein samples from wild-type cultures, the banding patterns clearly showed an induction of protein production due to the presence of cellulose, as several bands were present in the supernatant from the wild-type cellulose cultures that were absent from the supernatants from the D-fructose and no carbon control cultures. In stark contrast to the wild-type cellulose cultures, almost no protein bands were detected from the Δ*xyr1-2* mutant control cultures even though sensitive silver staining was used. The absence from the Δ*xyr1-2* mutant supernatants of many of the protein bands visible in the wild-type cellulose culture supernatants is consistent with the low level or lack of β-glucosidase, β-xylosidase, and cellulase enzymatic activities detected from the Δ*xyr1-2* mutant.

### 3.4. Overview RNA-Seq Analysis of the T. harzianum Δxyr1 Mutant

To investigate cellulose-induced genes that were regulated by *T. harzianum* XYR1, transcriptomics was used. At 18 h after transfer to shake-flask cultures, the transcriptome on the wild type and the Δ*xyr1-2* mutant growing on cellulose was compared, and also compared to D-fructose control cultures, which identified which genes were induced by cellulose. 

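RNA was sequenced from 18 shake-flask cultures, 3 replicates each of the wild type and the Δ*xyr1-2* mutant on 1% (w/v) cellulose, on 25 mM D-fructose and without a carbon source, 18 h after transfer from 36 h D-fructose pre-cultures. According to the paper's methods, separate plates of spores were used for each of the 3 sets of replicate pre-cultures. The authors cleaned the paired-end reads with in-house Perl programs, mapped them with STAR to the genome of the wild-type strain (assembly Triha v1.0), counted the reads on each gene with HTSeq and estimated expression as FPKM. They deposited the raw counts and the FPKM of 14650 genes, of which 14290 have an annotated identifier that was found in the reference annotation and 360 have a name given by the authors in place of an annotated identifier. The reads counted on genes were between 17112528 and 17342197 per library for the wild type on cellulose (median 17144918), 17399036 and 18036876 on D-fructose (median 17599728) and 16495622 and 21263103 without a carbon source (median 20188733). For the Δ*xyr1-2* mutant they were between 19158004 and 19945330 on cellulose (median 19941693), 16566745 and 18662459 on D-fructose (median 18078510) and 16208381 and 19663293 without a carbon source (median 16729733). The paper states a depth of about 40 M raw reads per sample from paired-end sequencing. All values given here use the counts on genes, which are another measure, so their distance from 40 M is not a loss of reads. The 100 genes with the most reads took 31.9% of the reads of the wild type on cellulose and 24.5% of those of the Δ*xyr1-2* mutant on cellulose. From the counts, each comparison was fitted with edgeR's quasi-likelihood test on the 6 libraries of its 2 groups, after filtering genes with low counts and normalizing with the TMM method. A gene was called differentially expressed (DE) by the paper's own criteria, a fold change over 2, a Benjamini-Hochberg adjusted p under 0.05 and a mean FPKM over 1 in at least 1 of the 2 groups. On counts simulated from the wild-type cellulose and Δ*xyr1-2* cellulose libraries, with 200 genes changed 4-fold, this test called 71.5% of the changed genes and 6 others among 11428 genes, while DESeq2, the tool the paper names, called 89.0% and 58 others among 13804 genes. Far more than 200 genes were called between the real groups, and simulated genes were drawn independently. The shares recovered may therefore not hold for the real comparison. Means are given with the standard deviation (SD) of 3 replicate cultures.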

The transcriptome analysis of a further control without a carbon source was compared to show whether the stress condition of the absence of a carbon source may have also regulated genes. Notably, when mycelial samples from the 18 h shake-flask cultures were collected, fewer mycelia were visible in the cellulose cultures of the Δ*xyr1-2* mutant compared to the wild-type cellulose cultures.

In the PCA analysis of the expression of all genes, there was a clear separation of the expression of the wild-type cultures on cellulose compared to the Δ*xyr1-2* mutant on cellulose (Figure 4A). 

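In a principal component analysis of log2(FPKM + 1) over the 14181 genes that varied, each scaled to unit variance, the first component held 48.1% and the second 14.7% of the variance. The paper's text names FactoMineR but not the transform of the values, so Euclidean distances between libraries over all of these genes were used to compare the groups. The mean distance between the wild type and the Δ*xyr1-2* mutant on cellulose was 220.5 (SD 9.23 over the pairs of libraries), with the pairs ranging from 204 to 232. This was larger than the distance between replicates, which was on average 148 within the wild-type cellulose cultures (range 93.3 to 178) and 92.4 within the Δ*xyr1-2* cellulose cultures (range 86.6 to 97.6).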

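The mean distance of the Δ*xyr1-2* mutant on cellulose was 94.5 to the Δ*xyr1-2* mutant without a carbon source (SD 8.55) and 93.6 to the wild type without a carbon source (SD 7.15). Replicates without a carbon source lay 95.2 apart in the mutant and 85.2 apart in the wild type, so the distance between these groups was about as large as the spread of replicates. The wild type on cellulose lay 2.33 ± 0.156 (SD, n = 3 Δ*xyr1-2* cellulose libraries) times as far from the Δ*xyr1-2* mutant on cellulose as the Δ*xyr1-2* mutant without a carbon source did. The ratio moved most when genes were not scaled to unit variance, to 4.49, and it was lowest at 2.15 when FPKM were not log-transformed. With each library left out in turn it was between 2.26 and 2.43.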

Interestingly, the transcriptomes of the Δ*xyr1-2* mutant on cellulose clustered with all of the no carbon cultures from either the wild type or the Δ*xyr1-2* mutant cultured without a carbon source. This clustering pattern suggested the major effects of the deletion of *xyr1* on the physiology and ability of the *T. harzianum* Δ*xyr1-2* mutant to grow on cellulose, to the extent that the transcriptomes are similar to that of *T. harzianum* cultured in the absence of a carbon source. The PCA analysis showed that the major effect of the deletion of *xyr1* was when cultured with cellulose, whereas the wild-type and Δ*xyr1-2* culture replicates growing on D-fructose clustered among each other, and the wild-type and Δ*xyr1-2* culture replicates on no carbon also clustered among each other (Figure 4A). 

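On D-fructose, libraries of the wild type and the Δ*xyr1-2* mutant lay on average 139.8 apart (range 93.2 to 201), compared with 132 between replicates of the wild type and 134 between replicates of the mutant. Without a carbon source, the strains lay 91.3 apart (range 84.1 to 101). In both conditions the distance between the strains was within the range of the distances between replicates, whereas the Δ*xyr1-2* mutant on D-fructose lay 210.3 from the mutant on cellulose. The spread between D-fructose replicates was therefore larger than between replicates without a carbon source in both strains.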

There was also a separation in the clusters of wild type cultured with cellulose and wild type cultured with D-fructose, albeit the distance for one of the replicates was less than between other groups but showed a clear effect of cellulose on the transcriptome of *T. harzianum*.

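Libraries of the wild type on cellulose and on D-fructose lay 178 apart on average (range 149 to 230). Replicates 1 and 2 on cellulose lay 187 and 186 from the D-fructose libraries, and 136 and 133 from the other libraries of their own group. Replicate 3 on cellulose lay closer to the D-fructose libraries (159.9) than to the other cellulose replicates (176). The wild type on cellulose lay 215 from the wild type without a carbon source, farther than from D-fructose.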

The patterns in the PCA were also reflected in the number of DE genes (Figure 4B). 

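In the comparisons between carbon sources within a strain, edgeR called 4541 genes DE in the Δ*xyr1-2* mutant between cellulose and D-fructose (2251 higher and 2290 lower on cellulose) and 4411 between D-fructose and no carbon (2293 higher and 2118 lower on D-fructose). In the wild type, 4748 genes were DE between cellulose and no carbon (2246 higher and 2502 lower on cellulose) and 3423 between D-fructose and no carbon (1775 higher and 1648 lower on D-fructose). Between the Δ*xyr1-2* mutant without a carbon source and the wild type on cellulose, 4682 genes were DE (2490 higher and 2192 lower in the mutant). DESeq2 called 4750, 4588, 5010, 3572 and 5046 genes in these 5 comparisons. The split into higher and lower genes depended on the normalization. Scaled by library size only, the median log2 fold change of all genes tested shifted by 0.71, -0.69, -0.59, -0.38 and 0.59 in the same order, and the share of higher genes went from 49.6% to 79.4%, from 52.0% to 21.7%, from 47.3% to 24.8%, from 51.9% to 31.0% and from 53.2% to 75.1%. TMM factors were between 0.61 and 0.97 in the D-fructose cultures and the wild type on cellulose, and between 1.18 and 1.29 in the Δ*xyr1-2* mutant on cellulose and all cultures without a carbon source.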

In the comparison of the wild type and the Δ*xyr1-2* mutant cultured on cellulose, there were 5168 genes differentially expressed, with similar numbers of genes with a lower and with a higher expression compared to the mutant. 

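Between the Δ*xyr1-2* mutant and the wild type on cellulose, edgeR called 4849 of 11479 genes tested, 2470 higher and 2379 lower in the mutant. DESeq2 called 5175 genes, 2543 higher and 2632 lower, 4767 of them shared with edgeR. Scaled by library size only, with the median log2 fold change shifted by 0.68, 5478 genes were called, of which 4208 were higher and 1270 lower, so that the near-equal numbers in each direction rest on the normalization for composition. With each of the 6 libraries left out in turn, between 3939 and 5689 genes were called. The gene with the largest rise, Triha1_505895 (position 3091478 to 3092905 of its scaffold), had 0.989 FPKM in the wild type and 1878 ± 211 (SD, n = 3) in the mutant, a log2 fold change of 10.20 (standard error 0.509, edgeR adjusted p = 8e-05). Triha1_101981 (12272 to 13684) rose from 1.63 to 2262 ± 240.5 FPKM, a log2 fold change of 9.75 (standard error 0.443, edgeR adjusted p = 7.19e-05). Both were also expressed without a carbon source, with 1712 and 1655 FPKM for the former, and 2275 and 2110.5 FPKM for the latter, in the wild type and the mutant. Among the genes that fell, Triha1_503468 (65911 to 66376) had between 223 and 1895 reads per library in the wild type and 0 in each of the 3 mutant libraries, at least 916-fold lower against a floor of 3 reads over the group (edgeR adjusted p = 0.00581).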

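Between the wild type on cellulose and on D-fructose, edgeR called 828 of 10922 genes tested, 303 higher and 525 lower on cellulose, and 2971 genes had an unadjusted p under 0.05. DESeq2 called 1661 genes, 720 higher and 941 lower. With the replicate number as a block, which pairs the cellulose and D-fructose cultures that came from the same set of pre-cultures, edgeR called 2003 genes, 789 higher and 1214 lower. The deviations of same-numbered replicates from their group means correlated across genes in these 2 groups (Pearson's r 0.39, 0.18 and 0.38 for replicates 1, 2 and 3), where genes are not independent replicates. The count depended on single libraries. Without wild-type cellulose replicate 3 it rose to 2868, and it fell to 300 without cellulose replicate 1 and to 260 without cellulose replicate 2. Without cellulose replicate 1 or 2 more genes were higher than lower (174 and 126, and 146 and 114), as at an adjusted p under 0.01 (114 and 97), so the larger number of lower genes does not hold under all settings. Without D-fructose replicate 1, 2 or 3 it fell to 396, 213 and 392, respectively. On simulated counts with the spread of each gene in these libraries, edgeR called 46.5% and DESeq2 77.5% of 200 changed genes, with 4 and 37 false calls. Genes were drawn independently, which leaves out shifts shared by many genes of a library and the pairing of cultures. These shares may therefore not hold for the real libraries.

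**Figure D1:**
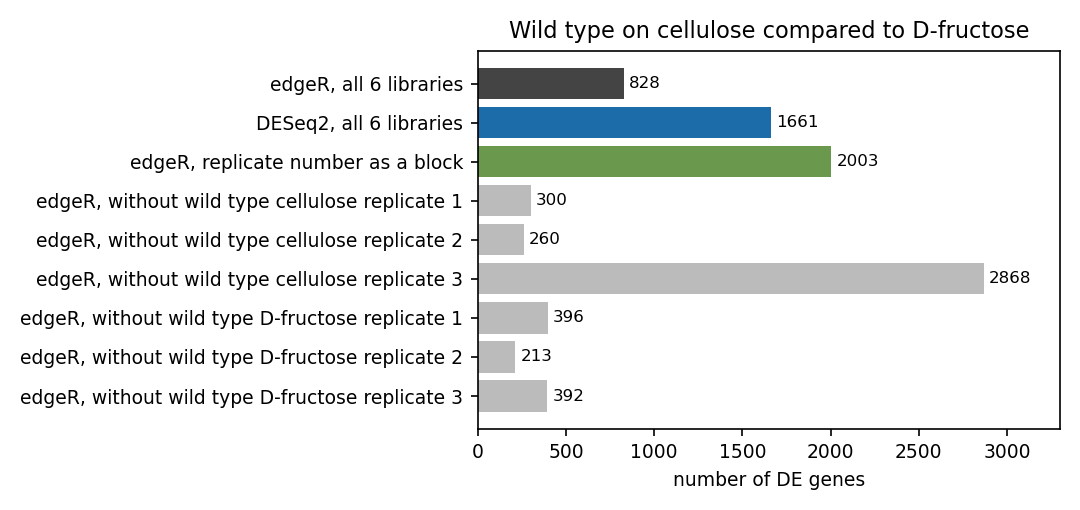
Number of DE genes between the wild type on cellulose and on D-fructose (horizontal axis), with all 6 libraries by edgeR, by DESeq2 and by edgeR with the replicate number as a block, and by edgeR with each library left out in turn. The count is 828 with all libraries, 2868 without cellulose replicate 3 and at most 396 without any other library.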

There were 1660 genes differentially expressed in the comparison of the wild type on cellulose and the wild type on D-fructose, with 719 genes higher expressed on cellulose compared to the D-fructose cultures. Of these 719 genes with a higher expression on cellulose in the wild type, ~75% had a lower expression in the Δ*xyr1-2* mutant, and these genes were considered to be directly or indirectly regulated by XYR1 (Figure 4C). 

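Of the 303 genes called higher by edgeR in the wild type on cellulose than on D-fructose, 228 were called lower in the Δ*xyr1-2* mutant on cellulose, a share of 75.2% (95% exact binomial interval 70.0% to 80.0%, which covers counting error only), and 75 were not. The share was 74.4% by DESeq2 and 68.6% when libraries were scaled by size only. Leaving out single libraries moved it to between 70.3% and 83.2%, with the largest shifts to 81.4% without wild-type cellulose replicate 3, to 83.2% without D-fructose replicate 1 and to 82.4% without D-fructose replicate 2. Both comparisons use the same wild-type cellulose libraries, so a shared control alone gives some overlap. When counts without any difference were simulated around those libraries, and lists of the same length were taken from the top of each ranking, the overlap was between 18.2% and 31.7% in 20 draws, and no gene was called in both comparisons. The simulated groups were centred on the mean of those libraries, which leaves out a chance deviation of the shared control. The simulated shares therefore do not measure how much overlap a shared control gives. On the higher side, 2263 of the 2470 genes higher in the Δ*xyr1-2* mutant on cellulose than in the wild type on cellulose were also higher in the mutant without a carbon source than in the wild type on cellulose (91.6%, exact interval 90.5% to 92.7%), compared with 20.9% to 23.8% in the simulation. From the overlap on the lower side, the paper considers these cellulose-induced genes to be under direct or indirect control of XYR1.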

Very few genes were differentially expressed in the comparisons of the wild-type culture on no carbon, the Δ*xyr1-2* culture on cellulose, and the Δ*xyr1-2* culture on no carbon, which was consistent with the clustering pattern of the PCA. Also, there were very few genes differentially expressed in the comparison of the wild-type and Δ*xyr1-2* cultures on D-fructose, which supports the lack of background or other mutations besides Δ*xyr1* in the mutant, and is in line with the lack of differences in the growth profiling in plate cultures containing D-fructose.

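Between the Δ*xyr1-2* mutant on cellulose and without a carbon source, edgeR called 9 of 11509 genes, all 9 higher on cellulose, and 515 genes had an unadjusted p under 0.05. With the replicate number as a block, which pairs the cultures of these groups (Pearson's r of same-numbered deviations 0.20, 0.18 and 0.13), 6 genes were called. DESeq2 called 17 genes, 16 higher and 1 lower, including all 9. The count was 4 without Δ*xyr1-2* cellulose replicate 2, 5 without no carbon replicate 1, and 4 without no carbon replicate 2 or replicate 3. The largest rises were in Triha1_152943, from 0.819 to 33.3 ± 6.38 FPKM (SD, n = 3; log2 fold change 5.31, edgeR adjusted p = 4.81e-05), and in Triha1_151293, from 0.464 to 6.90 ± 1.86 FPKM (log2 fold change 3.89, edgeR adjusted p = 0.0125). The call of Triha1_151293 was lost without Δ*xyr1-2* cellulose replicate 2 and without no carbon replicate 2 or 3, where its log2 fold change was 3.88, 3.71 and 3.71. Between the strains without a carbon source, edgeR called 15 of 11387 genes, all lower in the mutant, where 738 had an unadjusted p under 0.05, and DESeq2 called 24 genes, 2 higher and 22 lower. Without wild-type no carbon replicate 1, 2 or 3 the count was 4, 8 and 6, and without Δ*xyr1-2* no carbon replicate 2 or 3 it was 3 and 5. Of the 15 genes, 13 were also called lower in the mutant on cellulose and 6 were called higher in the wild type on cellulose than on D-fructose. In simulations with the spread of these libraries, edgeR called 96.0% of 200 changed genes in each of the 2 comparisons, with 5 and 3 false calls.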

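On D-fructose, edgeR called 1 of 10908 genes between the strains, *xyr1* itself, with none higher in the mutant, while 878 genes had an unadjusted p under 0.05. DESeq2 called 110 genes, 90 higher and 20 lower in the mutant, with 1158 genes at an unadjusted p under 0.05. Of those 110 genes, 21 were also called in the same direction on cellulose by DESeq2. The edgeR count went to 0 without wild-type D-fructose replicate 1, 2 or 3 and without Δ*xyr1-2* D-fructose replicate 2 or 3. On simulated counts with the spread of these libraries, edgeR called 74.0% and DESeq2 85.5% of 200 changed genes, with 4 and 24 false calls. These shares are for changes of 4-fold, and smaller changes were not simulated.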

### 3.5. RNA-Seq Analysis of the T. harzianum Δxyr1 Mutant Shows the Regulation of Xylanases as well as Cellulases

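The FPKM deposited by the authors were summed over the plant biomass-degrading (PBD) CAZymes listed in the part of Table S2 used here, which holds 818 of its 14650 genes and 58 of the 128 PBD CAZymes, so these totals are lower than a total over all of them. The listed genes are not a random part of the 128, so ratios and shares can also differ from those over all of them. In the wild type the sum was 19737 ± 15854 FPKM (SD, n = 3) on cellulose and 1851 ± 1019 FPKM on D-fructose, and the 58 genes held 2.07% of the total FPKM on cellulose. The ratio of the means was 10.7. Replicate 3 on cellulose had 38009 FPKM, compared with 11569 in replicate 1 and 9633 in replicate 2, and without replicate 3 the ratio was 5.73. All 3 cellulose cultures were above all 3 D-fructose cultures (exact permutation test on the sums, p = 0.1, the smallest p that 3 cultures against 3 allow).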

The *T. harzianum* genome encodes for 128 plant biomass-degrading (PBD) CAZymes, and the summing of the total expression of the PBD CAZymes showed that there was an ~8-fold induction of these PBD CAZymes in the wild type on cellulose compared to the D-fructose cultures, to a level of expression that was 2.6% of the total expression. In the Δ*xyr1-2* mutant on cellulose compared to the wild type on cellulose, there was a huge 81% reduction in the total expression of PBD CAZymes (Figure 5).

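Over the same 58 genes, the sum in the Δ*xyr1-2* mutant on cellulose was 2625 ± 122 FPKM (SD, n = 3), 86.7% lower than in the wild type on cellulose. The wild type had 7.52 times the sum of the mutant, and 4.04 times without wild-type cellulose replicate 3. The 3 cultures of each strain did not overlap, for which an exact permutation test again gives p = 0.1. Rescaling the FPKM by the TMM factors raised the ratio to 11.4. The mutant had 2482 ± 38.9 FPKM without a carbon source and 1083 ± 229 FPKM on D-fructose.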

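Of the 58 listed PBD CAZymes, edgeR and DESeq2 each called 29 lower in the Δ*xyr1-2* mutant on cellulose than in the wild type on cellulose. Adjusted over the list alone, edgeR also called 29. With each of the 6 libraries left out in turn the count stayed at 29, and at an adjusted p under 0.01 it was 28.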

There were 50 PBD CAZymes that had a lower expression in the Δ*xyr1-2* mutant on cellulose compared to the wild type on cellulose. Of these PBD CAZymes, 43 were induced by cellulose (i.e., significantly higher expressed in the wild-type cultures on cellulose compared to D-fructose). 

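edgeR called 26 of the 29 also higher in the wild type on cellulose than on D-fructose, and DESeq2 called 28. Over all 58 genes, 26 were called higher on cellulose by edgeR and 29 by DESeq2, as were 29 by edgeR when adjusted over the list alone. The number called both higher on cellulose and lower in the mutant was 22 without D-fructose replicate 2.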

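In the Δ*xyr1-2* mutant, 25 of the 29 genes were not called higher on cellulose than on D-fructose by edgeR, 4 were higher on cellulose and 1 of the 25 was lower. When libraries were scaled by size only, 22 were not higher and 7 were. A gene that was not called is not shown to be at an equal level.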

There were ~30 PBD CAZymes whose expression in the Δ*xyr1-2* mutant on cellulose was reduced to a similar level to the wild type or the Δ*xyr1-2* mutant on D-fructose, suggesting that the induction on cellulose of these PBD CAZymes was completely regulated by XYR1. Twenty-one PBD CAZymes had a higher expression in the Δ*xyr1-2* mutant on cellulose compared to the wild type on cellulose, and this may partly be explained by a carbon starvation-type response as 18 of these had a higher expression in the Δ*xyr1-2* mutant on no carbon compared to the wild type growing on cellulose. 

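Of the 58 listed genes, edgeR called 6 higher in the Δ*xyr1-2* mutant on cellulose than in the wild type on cellulose, and DESeq2 called 7. Scaled by library size only, the count rose to 10, and without wild-type cellulose replicate 3 it was 9. All 6 were also called higher in the mutant without a carbon source than in the wild type on cellulose, and 4 were called higher in the wild type without a carbon source than on D-fructose. Among them were both listed genes with a predicted activity on starch.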

The hierarchical clustering in Figure 5A gives an overview of the expression pattern changes in PBD CAZymes.

There are 36 PBD CAZy genes in *T. harzianum* that are predicted to have an activity involved in the degradation of cellulose, the polymer present in the shake-flask cultures used for RNA-Seq analysis. The total expression of PBD CAZy cellulases in the wild-type cultures increased ~20-fold from ~600 FPKM on D-fructose to ~16,700 FPKM on cellulose, and the total expression was only ~700 FPKM in the Δ*xyr1-2* mutant on cellulose (Figure 5). 

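The part of Table S2 used here lists 19 of the 36 genes with a predicted activity on cellulose. Their FPKM summed to 13024 ± 11791 (SD, n = 3) in the wild type on cellulose, 373 ± 65.5 on D-fructose and 281 ± 14.1 in the Δ*xyr1-2* mutant on cellulose. The wild type on cellulose had 34.9 times the sum on D-fructose and 46.3 times the sum in the mutant. Without wild-type cellulose replicate 3, which alone had 26616 FPKM, these ratios were 16.7 and 22.1. The 3 wild-type cellulose cultures were above the other cultures in both comparisons (exact permutation test, p = 0.1 for each). Without a carbon source the sum was 247 ± 5.29 FPKM in the wild type and 274 ± 27.5 FPKM in the mutant. The 2 cellobiohydrolases made up 62.5%, 58.9% and 76.3% of the sum in wild-type cellulose replicates 1, 2 and 3, and 0.487%, 5.19% and 0.574% in those of the mutant on cellulose.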

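Of the 14 endo-β-1,4-glucanases, edgeR called 5 higher in the wild type on cellulose than on D-fructose and DESeq2 called 7, and adjusted over the list alone edgeR called 7. All 5 were also lower in the Δ*xyr1-2* mutant on cellulose, as were 6 of the 7 called by DESeq2. In total 7 endoglucanases were lower in the mutant by either tool, and also adjusted over the list alone. CEL7B (Triha1_512303, position 254854 to 256966 of its scaffold), a GH7 enzyme with a cellulose-binding module, had 256 ± 235 FPKM (SD, n = 3) in the wild type on cellulose and 0.135 ± 0.168 in the mutant, a log2 fold change of -11.51 (standard error 1.22, edgeR adjusted p = 0.000708). EGIII (Triha1_91916, 1020923 to 1021753), a GH12 enzyme, had 73.8 ± 58.6 and 0.0708 FPKM, a log2 fold change of -10.46 (standard error 1.04, edgeR adjusted p = 0.000562), with between 0 and 3 reads in each mutant library. The other 3 were Triha1_14278 with 244 ± 214 FPKM in the wild type on cellulose and 0.463 in the mutant, Triha1_441083 with 278 ± 293 and 0.191 FPKM, and Triha1_89222 with 301 ± 354 and 0.927 FPKM. The higher expression of Triha1_89222 on cellulose than on D-fructose was not called without D-fructose replicate 2, where its log2 fold change was 10.02.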

Of the 14 endo-β-1,4-glucanases, 6 were induced by the presence of cellulose, and all of these had a lower expression in the Δ*xyr1-2* mutant on cellulose compared to the expression in the wild type on cellulose. There are two cellobiohydrolases in *T. harzianum,* and both appear to be completely regulated by XYR1 because their expression was <5 FPKM in the Δ*xyr1-2* mutant on cellulose compared to ~5000 FPKM in the wild type on cellulose. 

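CEL6 (Triha1_508689, position 161908 to 163366 of its scaffold), of family GH6, had 4028 ± 3546 FPKM (SD, n = 3) in the wild type on cellulose and 2.50 ± 2.86 FPKM in the Δ*xyr1-2* mutant on cellulose, a log2 fold change of -11.34 (standard error 1.42, edgeR adjusted p = 0.00124). CEL7A, or *cbh1* (Triha1_7497, 113046 to 114685), of family GH7 with a cellulose-binding module, had 5274 ± 6016 FPKM and 3.41 ± 4.83 FPKM, a log2 fold change of -11.28 (standard error 1.90, edgeR adjusted p = 0.00353). In the wild type on D-fructose their expression was 1.75 ± 0.481 and 0.964 ± 0.773 FPKM. The wild-type means are raised by replicate 3, with 8105 FPKM of CEL6 and 12216 of *cbh1*, whereas replicates 1 and 2 had 2317 and 1661 FPKM of CEL6, and 2002 and 1602 FPKM of *cbh1*. In the mutant, replicate 2 held most of the reads, with 156 of CEL6 (5.79 FPKM) and 272 of *cbh1* (8.99 FPKM), compared with 20 and 25 reads of CEL6, and 19 and 18 reads of *cbh1*, in replicates 1 and 3. With each library left out in turn, the log2 fold change stayed between -12.74 and -10.37 for CEL6 and between -13.56 and -9.79 for *cbh1*.

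**Figure D2:**
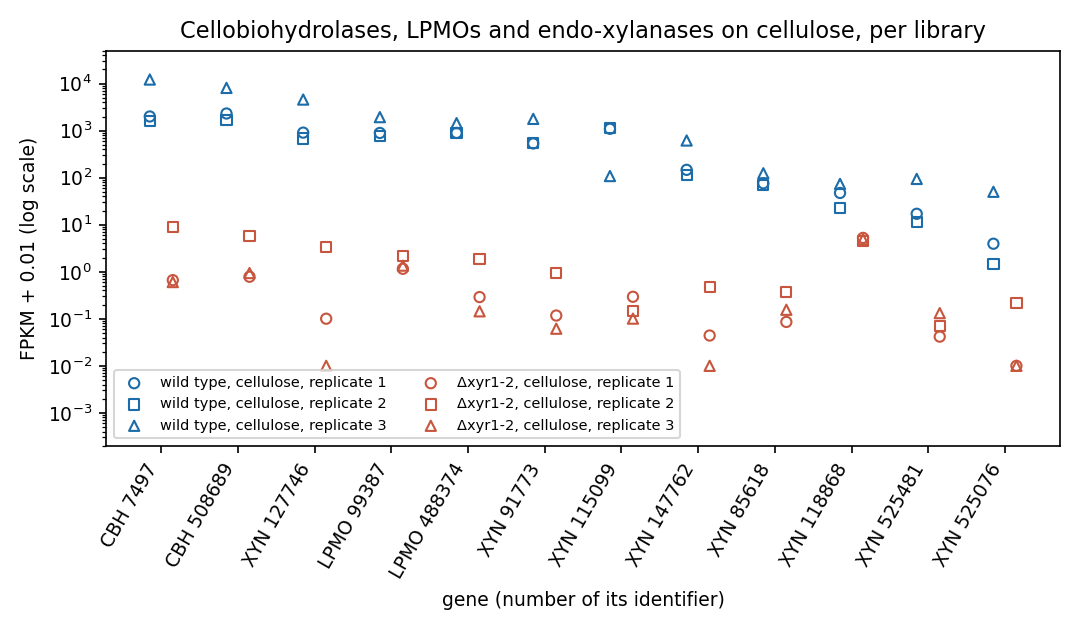
FPKM (plus 0.01, log scale) of the 2 cellobiohydrolases (CBH), the 2 LPMOs (LPMO) and the 8 endo-xylanases (XYN) with a mean over 1 FPKM in the wild type on cellulose, for each wild-type (blue) and Δ*xyr1-2* (red) library on cellulose, with 1 symbol for each replicate number. Wild-type replicate 3 is the highest of the 3 in 11 of these 12 genes, and the mutant library with 272 reads of *cbh1*, replicate 2, lies above the other 2 mutant libraries in most genes.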

There are 16 *T. harzianum* genes predicted as β-glucosidases, and 8 were induced by the presence of cellulose, and 7 had a lower expression in the Δ*xyr1-2* mutant on cellulose. Another two of the *T. harzianum* β-glucosidases (GH3 family members *Triha1_504610* and *Triha1_96503*) did not have a lower expression in the Δ*xyr1-2* mutant and appeared to be constitutively expressed as they were also expressed at similar levels on the D-fructose and no carbon cultures. 

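Triha1_504610 had 78.8 ± 75.8 FPKM (SD, n = 3) in the wild type and 85.0 ± 5.65 in the Δ*xyr1-2* mutant on cellulose, with a log2 fold change of -0.55 (standard error 0.609, edgeR adjusted p = 0.471). Scaled by library size only it was 0.11, and without wild-type cellulose replicate 3 it was 0.57, and it was called in neither. Its direction therefore depends on the normalization and on that library. Scaling by library size shifts the median log2 fold change of all genes tested by 0.68, so that sign change is not specific to Triha1_504610. It had 154 ± 68.2 FPKM in the wild type on D-fructose, and 84.3 and 82.0 FPKM in the wild type and the mutant without a carbon source. Its comparison between cellulose and D-fructose in the wild type was not called with all libraries (log2 fold change -0.84, edgeR adjusted p = 0.422), but was called without cellulose replicate 3, at a log2 fold change of -1.91. Triha1_96503 had 52.9 ± 11.3 FPKM in the wild type and 56.6 ± 4.80 in the mutant on cellulose. Its log2 fold change of -0.57 (standard error 0.192, edgeR adjusted p = 0.0409) was under 2-fold. Scaled by library size only, with the same shift over all genes, it was 0.10, so its direction depends on the normalization. This sign change is likewise not specific to Triha1_96503. Its expression was 15.5 ± 9.89 FPKM in the wild type on D-fructose and 8.19 ± 4.58 in the mutant on D-fructose, and 56.5 and 52.6 FPKM without a carbon source. The higher expression of Triha1_96503 on cellulose than on D-fructose in the wild type had a log2 fold change of 1.93 (standard error 0.486, edgeR adjusted p = 0.054), which was called by DESeq2, with the replicate block, and without cellulose replicate 3 (1.80) or D-fructose replicate 3 (2.53).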

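The AA9 gene Triha1_488374 (position 85060 to 85995 of its scaffold) had 1074 ± 321 FPKM (SD, n = 3) in the wild type on cellulose, 0.176 on D-fructose and 0.764 ± 0.969 in the Δ*xyr1-2* mutant on cellulose. Its log2 fold change between the strains was -11.13 (standard error 1.04, edgeR adjusted p = 0.000467). Triha1_99387 (293341 to 294451), an AA9 gene with a cellulose-binding module, had 1198 ± 646, 0.397 ± 0.168 and 1.55 ± 0.535 FPKM in the same groups, with a log2 fold change of -10.27 (standard error 0.615, edgeR adjusted p = 0.000124). Triha1_131108 (1488088 to 1489440) had too few reads to be tested, with 0.388 ± 0.0250 FPKM in the wild type and 0.467 ± 0.210 in the mutant on cellulose, and at most 0.481 FPKM on average in any group.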

There are three AA9 family LPMOs in *T. harzianum*, and two of these appeared to be completely regulated by XYR1 with an expression of ~1000 FPKM in the wild-type cellulose cultures, and almost zero in the Δ*xyr1-2* mutant on cellulose, while the third AA9 family LPMO was not expressed in any of the wild-type or mutant cultures.

*T. harzianum* contains 35 genes predicted to be active on xylan, including main-chain acting endo-xylanases and β-xylosidases, and side-chain acting α-arabinofuranosidases and α-glucuronidases, and esterases. The total expression of PBD CAZy predicted to be active on xylan in the wild-type cultures increased 12-fold from ~500 FPKM on D-fructose to ~6000 FPKM on cellulose, and the total expression was only ~500 FPKM in the Δ*xyr1-2* mutant on cellulose. 

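The part of Table S2 used here lists 26 of the 35 genes with a predicted activity on xylan. They summed to 5252 ± 3217 FPKM (SD, n = 3) in the wild type on cellulose, 438 ± 186 on D-fructose and 193 ± 15.9 in the Δ*xyr1-2* mutant on cellulose, which was below the 226 ± 101 FPKM of the mutant on D-fructose by less than the spread between replicates. The wild type on cellulose had 12.0 times the sum on D-fructose and 27.1 times the sum in the mutant on cellulose, which became 7.75 and 17.6 without wild-type cellulose replicate 3 (8958 FPKM, compared with 3620 and 3179 in the other 2). No library of 1 group overlapped with the other group in either comparison (exact permutation test, p = 0.1 for each). With 26 of the 35 genes listed, these ratios can differ from those over all 35.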

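Of the 9 endo-xylanases, 8 had a mean over 1 FPKM in at least 1 group, and both edgeR and DESeq2 called all 8 lower in the Δ*xyr1-2* mutant on cellulose, as did edgeR adjusted over the list alone. edgeR called 7 of them higher in the wild type on cellulose than on D-fructose, DESeq2 called 8, and adjusted over the list alone edgeR called 8. The gene not called was Triha1_525076, with a log2 fold change of 7.15 (standard error 1.76, edgeR adjusted p = 0.0514), which was called without cellulose replicate 3, at 4.48. The GH11 gene Triha1_115099 (position 233309 to 234472 of its scaffold) had 779 ± 581 FPKM (SD, n = 3) in the wild type on cellulose, with 1096, 1132 and 108 in replicates 1, 2 and 3, and 0.170 ± 0.101 FPKM in the mutant on cellulose, a log2 fold change of -12.80 (standard error 1.34, edgeR adjusted p = 0.00068). The GH10 gene Triha1_91773 (26886 to 27979) had 953 ± 716 and 0.363 FPKM, a log2 fold change of -12.00 (standard error 1.24, edgeR adjusted p = 0.000654). Triha1_127746 had 2059 ± 2189 FPKM in the wild type on cellulose and 1.15 ± 1.91 in the mutant, where replicates 1, 2 and 3 had 2, 77 and 0 reads. Triha1_147762, Triha1_85618, Triha1_525481 and Triha1_525076 went from 294, 90.0, 40.9 and 18.5 FPKM to 0.164, 0.195, 0.0716 and 0.0691 FPKM. The higher expression of Triha1_525481 on cellulose than on D-fructose was not called without D-fructose replicate 2, where its log2 fold change was 13.21. Triha1_118868 kept the highest level in the mutant, with 47.8 ± 25.7 FPKM in the wild type and 4.88 ± 0.368 in the mutant on cellulose, compared with 2.70 and 2.46 FPKM without a carbon source. Triha1_155799 was at 0.614 ± 0.354 FPKM in the wild type on cellulose and at most 0.0277 FPKM on average in the other groups.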

Of the nine *T. harzianum* endo-xylanases (from GH10, GH11, and GH30_7 families), eight were expressed >1 FPKM, and all eight of these were induced in wild-type cellulose cultures, and appeared to be almost completely regulated by XYR1 as the expression level in the Δ*xyr1-2* mutant on cellulose was <5 FPKM, which was similar to the expression levels for the genes in the D-fructose and no carbon cultures. Of the six predicted β-xylosidases in *T. harzianum*, three were induced in cellulose cultures, and all three had a lower expression in the Δ*xyr1-2* mutant on cellulose, indicating that these were also regulated by XYR1. Also, nine of the predicted xylan side-chain acting enzymes were induced in cellulose cultures and all nine had a lower expression in the Δ*xyr1-2* mutant. 

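The part of Table S2 used here lists 17 genes that act on xylan and are not endo-xylanases, a group that holds side-chain acting enzymes and, where listed, β-xylosidases. edgeR called 8 of them higher in the wild type on cellulose than on D-fructose and all 8 lower in the Δ*xyr1-2* mutant on cellulose, as it did when adjusted over the list alone. It called 2 higher in the mutant on cellulose.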

*T. harzianum* also contains PBD CAZymes that act on other polysaccharides such as pectin, xyloglucan, and mannan, and subsets of these enzymes were also induced by cellulose in wild-type cultures, and had a lower expression in the Δ*xyr1-2* mutant, indicating that they are also regulated by XYR1 (Figure 5 and Table S2).

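Of the 4 listed genes with a predicted activity on galactomannan, edgeR called 2 higher in the wild type on cellulose than on D-fructose and both lower in the Δ*xyr1-2* mutant on cellulose. Of the 5 listed genes with a predicted activity on pectin, only 1 had a mean over 1 FPKM in a group. edgeR called 0 of the 5 higher on cellulose than on D-fructose, as did DESeq2 and edgeR adjusted over the list alone, and both tools called 1 lower on cellulose and 1 higher in the mutant. The 2 listed starch-active genes were both higher in the mutant on cellulose.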

### 3.6. Expression Changes in the Δxyr1 Mutant beyond Plant Biomass-Degrading CAZymes

A list of putative *T. harzianum* carbon catabolic enzymes was made from the reciprocal best BLAST hits of carbon catabolic enzymes annotated in *T. reesei* [20] (Table S2). Of the putative carbon catabolic enzymes with a higher expression in wild-type cellulose cultures, these included most of the genes that could function on a pentose catabolic pathway (*T. harzianum* orthologs of *lad1*, *xdh1*, *xki1*, and *xyl1*), and a D-galactose-oxido-reductive pathway (*T. harzianum* orthologs of *lad1*, *xdh1*, *xyl1*, and *lxr4*). 

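Of the 93 carbon catabolic enzymes in the part of Table S2 used here, edgeR called 9 higher in the wild type on cellulose than on D-fructose and DESeq2 called 18, and edgeR adjusted over the list alone called 14. With the replicate block, which pairs these cultures, edgeR called 22. The edgeR count was 28 without cellulose replicate 3, 5 without cellulose replicate 1 or 2 and 4 without D-fructose replicate 2. The *xyl1* ortholog (Triha1_83947) had 1026 ± 236 FPKM (SD, n = 3) on cellulose and 61.9 ± 14.1 on D-fructose, a log2 fold change of 4.24 (standard error 0.384, edgeR adjusted p = 0.00177). The *xki1* ortholog (Triha1_499653) had 47.4 ± 7.13 and 17.1 ± 2.08 FPKM, a log2 fold change of 1.66 (standard error 0.245, edgeR adjusted p = 0.00979), and its call was lost without cellulose replicate 2 (1.59) or D-fructose replicate 2 (1.75). The *xdh1* ortholog (Triha1_508280) had 46.5 ± 17.3 and 13.3 ± 5.67 FPKM, a log2 fold change of 2.00 (standard error 0.431, edgeR adjusted p = 0.0355), which was lost without cellulose replicate 1 (2.16) or 2 (1.64) and without D-fructose replicate 1 (1.74), 2 (2.13) or 3 (2.25). The *lxr4* ortholog (Triha1_83091) had 119.8 ± 22.3 and 36.1 ± 12.1 FPKM, a log2 fold change of 1.92 (standard error 0.329, edgeR adjusted p = 0.0168), which was lost without cellulose replicate 1 (1.95) or 2 (1.77) or D-fructose replicate 2 (1.98). The calls of *xki1*, *xdh1* and *lxr4* were kept by DESeq2, with the replicate block and with all 18 libraries in one fit. The *lad1* ortholog (Triha1_495252) had 13.1 ± 1.83 and 7.28 ± 2.44 FPKM and was not called by edgeR (log2 fold change 1.02, standard error 0.323, adjusted p = 0.102), but was called by DESeq2, with the replicate block and with all 18 libraries in one fit.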

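On cellulose, the *xyl1* ortholog had 119 ± 8.03 FPKM (SD, n = 3) in the Δ*xyr1-2* mutant, with a log2 fold change from the wild type of -3.79 (standard error 0.300, edgeR adjusted p = 0.000287). The *xki1* ortholog had 9.27 ± 1.05 FPKM in the mutant, a log2 fold change of -3.04 (standard error 0.196, edgeR adjusted p = 0.000148). The *xdh1* ortholog had 84.6 ± 9.73 FPKM in the mutant, and its log2 fold change of 0.17 (standard error 0.287, edgeR adjusted p = 0.632) was not called. The *lad1* ortholog had 52.3 ± 2.07 FPKM in the mutant, a log2 fold change of 1.32 (standard error 0.171, edgeR adjusted p = 0.00137). The *lxr4* and *lxr3* (Triha1_479566) orthologs were lower in the mutant, with log2 fold changes of -1.48 and -1.35 (edgeR adjusted p = 0.00211 and 0.00468), but fell under 2-fold when libraries were scaled by size only, at -0.80 and -0.67. Of the 93 carbon catabolic enzymes, edgeR called 45 lower and 7 higher in the mutant on cellulose and DESeq2 47 and 8, and scaled by library size only 25 were called lower and 13 higher. With the replicate block 36 were called lower and 7 higher. Adjusted over the list alone, edgeR also called 45 lower.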

In the Δ*xyr1-2* mutant on cellulose, the *xyl1* and *xki1* orthologs had a significantly lower expression compared to the wild type on cellulose, while *xdh1* was not significantly different, and *lad1* had a higher expression in the Δ*xyr1-2* mutant on cellulose. 

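Without a carbon source the *lad1* ortholog had 40.8 ± 1.83 FPKM (SD, n = 3) in the wild type and 37.5 ± 2.49 in the Δ*xyr1-2* mutant. In the wild type its log2 fold change between D-fructose and no carbon was -2.11 (standard error 0.255, edgeR adjusted p = 0.000631).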

The higher expression of *lad1* in the Δ*xyr1-2* mutant on cellulose may be related to carbon starvation because the *lad1* expression was also higher in the no carbon wild type compared to D-fructose wild type cultures.

The expression of other transcription factors when *xyr1* is deleted can indicate whether the changes in expression are likely directly related to *xyr1* deletion or indirectly due to changes in the expression of other transcription factors, and probably the genes regulated by those other transcription factors. 

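*xyr1* (Triha1_1126, position 3812710 to 3815646 of its scaffold in assembly Triha v1.0) had 163 ± 101 FPKM (SD, n = 3) in the wild type on cellulose, 33.7 ± 7.31 on D-fructose and 61.9 ± 2.62 without a carbon source. The ratio of the means on cellulose and D-fructose was 4.84, and 3.22 without cellulose replicate 3, which had 13130 reads. The log2 fold change between cellulose and D-fructose was 2.42 (standard error 0.477, edgeR adjusted p = 0.0264). This call was lost without cellulose replicate 2 (log2 fold change 2.48) and without D-fructose replicate 1 (2.33), 2 (2.47) or 3 (2.57). It was kept by DESeq2, with the replicate block and with all 18 libraries in one fit. The paper's methods describe a cassette that replaces the coding sequence of the gene, and in the mutant libraries *xyr1* had between 0 and 11 reads each. Over the 9 libraries of each strain this came to 45 reads in the mutant and 38824 in the wild type, a ratio of 0.116% (95% exact interval 0.0845% to 0.155%, which covers counting error only). By condition the ratio was 0.0929% on cellulose (22 and 23684 reads), 0.278% on D-fructose (14 and 5030 reads) and 0.0890% without a carbon source (9 and 10110 reads). On cellulose the log2 fold change between the strains was -10.91 (standard error 0.756, edgeR adjusted p = 0.000185).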

*T. harzianum xyr1* was induced ~5-fold in the cellulose wild-type cultures compared to D-fructose control, and as expected, the expression was not detected from the Δ*xyr1-2* mutant samples. A list of putative *T. harzianum* carbon utilization-related transcription factors was made from reciprocal best BLAST hits from the transcription factor orthologs in *T. reesei* that consisted of *xpp1*, *cre1*, *mcmA*, *ace1*, *bglR*, *clbr2*, *ara1*, *ace3*, *amyR*, *gaaR*, *malR*, *rhaR*, *gaaX*, *ace2*, *rce1*, *clbr3*, and *clr2* (Table S2). As well as *xyr1*, the *T. harzianum* orthologs of the two cellulase activators *ace3* and *clr2* were higher expressed in the wild type cellulose compared to D-fructose cultures, and both *ace3* and *clr2* had a lower expression in the Δ*xyr1-2* mutant on cellulose. Although *xpp1*, *cre1*, and *amyR* transcription factors did not have a higher expression on wild type cellulose compared to D-fructose cultures, all three of these transcription factors had a lower expression in the Δ*xyr1-2* mutant on cellulose compared to wild type on cellulose. 

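The *cre1* gene (Triha1_502975) had 256 ± 67.3 FPKM (SD, n = 3) in the wild type on cellulose and 419.8 ± 65.7 on D-fructose, a log2 fold change of -0.55 (standard error 0.306, edgeR adjusted p = 0.276). In the Δ*xyr1-2* mutant it had 158 ± 27.6 FPKM on cellulose, a log2 fold change from the wild type of -1.37 (standard error 0.275, edgeR adjusted p = 0.00679). Scaled by library size only the latter was -0.70, under 2-fold. The part of Table S2 used here does not give identifiers for *xpp1* and *amyR*, which were not analysed here.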

The transcription factors *rce1* and *clbr3* had a higher expression in the Δ*xyr1-2* mutant on cellulose compared to the wild type on cellulose. The other ten transcription factor orthologs analyzed (*mcmA*, *ace1*, *bglR*, *clbr2*, *ara1*, *gaaR*, *malR*, *rhaR*, *gaaX*, and *ace2*) were all expressed > 1 FPKM, but none were higher expressed on wild type cellulose compared to D-fructose cultures nor differentially expressed between the wild-type and Δ*xyr1-2* mutant cellulose cultures (Table S2).

Sugar transport is another key component of plant biomass utilization, and there are 90 *T. harzianum* genes annotated with the Pfam domain for sugar (and other) transporter (PF00083) (Table S2). Of these predicted transporters, 11 were higher expressed on the cellulose compared to D-fructose wild-type cultures, and 9 of these were lower expressed on Δ*xyr1-2* compared to wild-type cellulose cultures. 

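Of the 90 predicted sugar transporters, edgeR called 9 higher in the wild type on cellulose than on D-fructose and DESeq2 called 11, and adjusted over the list alone edgeR called 10. Without D-fructose replicate 2 the count was 5. Of the 9, 7 were called lower in the Δ*xyr1-2* mutant on cellulose, compared with 9 of the 11 by DESeq2. Among those called in both comparisons, Triha1_513737 fell from 40.6 ± 29.2 FPKM (SD, n = 3) in the wild type on cellulose to 0.0192 in the mutant, a log2 fold change of -11.41 (standard error 0.869, edgeR adjusted p = 0.00026). Triha1_99293 fell from 794 ± 181 to 2.13 ± 0.458 FPKM, a log2 fold change of -9.21 (standard error 0.397, edgeR adjusted p = 6.72e-05), and without a carbon source it was also lower in the mutant, with 58.6 ± 8.92 and 1.58 ± 0.320 FPKM. Triha1_79806 fell from 1139 ± 652 to 5.46 ± 0.942 FPKM, a log2 fold change of -8.39 (standard error 0.741, edgeR adjusted p = 0.000385). The higher expression of Triha1_79806 on cellulose than on D-fructose was not called without cellulose replicate 1 (log2 fold change 5.16) or 2 (4.96), or without D-fructose replicate 2 (4.87) or 3 (4.98), and the mutant had 307 ± 405 FPKM on D-fructose.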

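Of the predicted sugar transporters called lower in the Δ*xyr1-2* mutant on cellulose, 6 were not called higher in the wild type on cellulose than on D-fructose by edgeR and 5 by DESeq2, with between 4 and 8 when single libraries were left out. In total edgeR called 13 transporters lower in the mutant, also when adjusted over the list alone, and DESeq2 called 14.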

There were five other sugar transporters with a lower expression in the Δ*xyr1-2* mutant compared to wild type on cellulose that were not induced by the presence of cellulose in the wild-type cultures. 

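Both tools called 28 of the 90 transporters higher in the Δ*xyr1-2* mutant on cellulose than in the wild type on cellulose, and 41 were called when libraries were scaled by size only. Of the 28, edgeR called 26 also higher in the mutant without a carbon source than in the wild type on cellulose, and 15 (13 by DESeq2) higher in the wild type without a carbon source than on D-fructose. The largest rises were in Triha1_478307, from 0.465 to 29.2 ± 16.3 FPKM (SD, n = 3; log2 fold change 5.33, standard error 1.01, edgeR adjusted p = 0.00546), and in Triha1_488937, from 2.51 ± 1.16 to 151 ± 35.1 FPKM (log2 fold change 5.23, standard error 0.427, edgeR adjusted p = 0.000312). In the wild type without a carbon source these had 29.2 and 109 FPKM.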

There were 28 sugar transporters that had a higher expression in the Δ*xyr1-2* mutant compared to wild type on cellulose, and the higher expression of about half of these may be related to carbon starvation conditions as the expression of 13/28 was higher also in the wild-type no carbon condition compared to the wild-type D-fructose condition (Table S2).

## 4. Discussion

Here, we have demonstrated how the *T. harzianum* transcriptional activator XYR1 affects growth and enzymatic activities, regulates a wide range of plant biomass-degrading CAZymes, and appears to be the major regulator for the degradation of cellulose, with profound adverse stress effects in Δ*xyr1* deletion mutants cultured with cellulose.

The reduced growth of the *T. harzianum* Δ*xyr1* mutants on D-xylose is similar to the reduced growth of the *T. reesei* QM9414 Δ*xyr1* mutant on D-xylose [9,20]. Notably, the growth appears a lot less for the *T. reesei* QM9414 Δ*xyr1* mutant compared to the *T. harzianum* Δ*xyr1* mutants, and this is likely due to the greater ability of *T. harzianum* to grow on agarose as a sole carbon source. The *T. harzianum* Δ*xyr1* mutant is the second species within the *Trichoderma* genus, where reduced growth is demonstrated on D-xylose. Although there are Δ*xyr1* mutants in *T. atroviride* [24] and *T.* cf. *guizhouense* [23], to our knowledge, there are no tests of growth on D-xylose in these studies. The reduced growth of the two *Trichoderma* species Δ*xyr1* mutants on D-xylose is similar to the reduced growth on D-xylose in *Fusarium graminearum* Δ*xyr1* and *Magnaporthe oryzae* Δ*xlr1*, but in stark contrast to two Aspergilli species, where in *A. nidulans* and *A. niger* Δ*xln*R mutants, there is no reduction in growth on D-xylose [39]. A role for *T. harzianum* XYR1 in regulating D-xylose catabolism is supported by the lower expression of two genes (*xyl1* and *xki1*) putatively from the pentose catabolic pathway in the Δ*xyr1-2* cultures on cellulose compared to wild-type cultures on cellulose (Table S2). There was clearly reduced growth on corn cob xylan in the Δ*xyr1* mutants. This could be explained by the reduced ability of the Δ*xyr1* mutants to grow on xylose, which is one of the main components of xylan, and also the lower expression of xylan-degrading enzymes such as β-xylosidases and endo-xylanases which the RNA-Seq data from the cellulose cultures showed were regulated by XYR1. Xylan extracted from corn cobs was shown to have a sugar composition that, as well as xylose, included arabinose and glucose [40], and the presence of these other sugars may account for some of the growth of the Δ*xyr1* mutants on corn cob xylan.

There was no clear reduction in the growth of the Δ*xyr1* mutants on cellobiose (Figure 2 and Figure S1), and this was surprising because the RNA-Seq data from the cellulose cultures showed that several β-glucosidases, that hydrolyze cellobiose to glucose, were regulated by XYR1, but there were also at least two other β-glucosidases that were expressed and not regulated by XYR1 (Table S2), and β-glucosidase activity was detected from the Δ*xyr1* culture supernatants (Figure 3). Perhaps, the β-glucosidase activity from these other non-XYR1-regulated β-glucosidases is sufficient to hydrolyze the cellobiose for growth in the plate cultures. Although cellobiose was not used as a carbon source in the shake-flask cultures, it is interesting to speculate on what might be the enzymatic and secretory response of the wild-type and Δ*xyr1* strains to cellobiose. There are two studies suggesting that cellobiose is a relatively poor inducer of cellulolytic activities in *T. harzianum*. In the *T. harzianum* FJ1 strain cultured with cellobiose compared to cellulose, the levels of cellulase and xylanase, but not β-glucosidase, activities were much lower [41]. In the *T. harzianum* KUC1716 strain, the authors stated that the endoglucanase activity was low when cellobiose was used as the inducer compared to cellulose [42]. It is also possible that when cellobiose is used as the inducer, there could be some carbon catabolite repression effects due to an excess of glucose released from cellobiose. In any event, as the cellulolytic activity is likely relatively lower when cellobiose is the inducer, the effect of the deletion of *xyr1* is also likely to be less compared to when other carbon sources such as cellulose are used as the inducer of cellulolytic activity. On the cellulose plate cultures, the reduced growth of the Δ*xyr1* mutants is likely explained by the hugely reduced expression of endo-cellulases and cellobiohydrolases in the Δ*xyr1-2* mutant in cellulose shake-flask cultures (Figure 5), as well as the inability of the culture supernatants from the Δ*xyr1-2* mutant cellulose cultures to release any detectable glucose from the cellulose in the cellulase enzymatic assays (Figure 3B).

In an analysis of XYR1/XlnR/XLR-1 mutants in different species, one of the key differences between species is whether cellulases, xylanases, or both are regulated by XYR1/XlnR/XLR-1. Recently, in *Myceliophthora thermophila*, the deletion of *xlr1* was shown to reduce mainly xylanase gene expression when xylose or xylan was the inducer, while cellulase gene expression was not altered [43], similar to *N. crassa* XLR-1 [10]. *T. harzianum* XYR1 appears to regulate both cellulase and xylanase genes based on the large reductions in expression of most cellulase and xylanase genes in the Δ*xyr1-2* mutant in the cellulose shake-flask cultures (Figure 5), and the reduced growth on both xylan and cellulose plate cultures (Figure 2 and Figure S1). In *T.* cf. *guizhouense* NJAU4742, when Avicel cellulose was used as the inducer, both cellulases and xylanases were induced, and both sets of genes had a much lower expression in the *T.* cf. *guizhouense* Δ*xyr1* mutant [23]. The expression pattern in the *T. harzianum* Δ*xyr1* mutant on cellulose appears consistent with the *T.* cf. *guizhouense* Δxyr1 mutant results. The analysis of C-catabolic enzymes and growth on various carbon sources was not analyzed with the *T.* cf. *guizhouense* Δ*xyr1* mutant, and therefore is not possible to compare with the data from our *T. harzianum* Δ*xyr1* mutant. The induction of xylan-degrading enzymes and D-xylose catabolic enzymes by cellulose may be somewhat surprising, but breakdown products of cellulose, such as cellobiose, may also lead to the activation of xylan-degrading enzymes. Alternatively, the microcrystalline cellulose derived from cotton linters used in the cultures may contain small amounts of xylan or xylose, which could contribute to the induction of the xylan-degrading enzymes.

Another key factor in comparing *xyr1* mutants in different species and carbon sources is the extent to which XYR1 controls the regulation of the degradation of a particular substrate. One of the remarkable results was how the transcriptomes of the *T. harzianum* Δ*xyr1* mutant on cellulose clustered with transcriptomes of the cultures without an added carbon source (Figure 4). This pattern suggests that *T. harzianum* XYR1 almost completely controls the degradation of cellulose in shake-flask cultures. There were similar suggestions of stress responses in *T. reesei* RUT-C30 Δ*xyr1* analysis whereby starvation stress-related genes had a higher expression in the *T. reesei* RUT-C30 Δ*xyr1* mutant on lignocellulose-related substrates [22].

Previously, *xyr1* was overexpressed in the *T. harzianum* strain P49P11 [25], and it is useful to compare the trends in the expression analysis of selected genes in the *xyr1* overexpression mutant with the expression of those genes in the RNA-Seq dataset with the Δ*xyr1-2* mutant. The gene IDs were not listed in that study but using the primer sequences from that study [25], the Triha1 gene IDs were found using the PrimerBLAST software at NCBI whereby the software works by searching a database of Triha1 sequences for matches with the primer sequences. The following six genes all had a higher expression in the *xyr1* overexpression strain in the sugarcane bagasse cultures: *cbh1* (Triha1_7497), *CE5* (Triha1_118643), *cre1* (Triha1_502975), *EGIII* (Triha1_91916), *GH10* (Triha1_91773), and *GH11* (Triha1_115099). The trend from the *xyr1* overexpression strain was the inverse of the trend in the Δ*xyr1-2* deletion mutant cultures on cellulose, whereby all seven of these genes had a significantly lower expression (2FC, P_adj_<0.05, FPKM>1) compared to the wild-type cultures on cellulose. It was not possible to correlate the fold changes in expression because for *cbh1* (Triha1_7497), *CE5* (Triha1_118643), *EGIII* (Triha1_91916), *GH10* (Triha1_91773), and *GH11* (Triha1_115099), the expression was close to zero FPKM in the Δ*xyr1-2* mutant culture on cellulose (Table S2). Also, the higher expression of c*re1* in the *xyr1* overexpression mutant [25] possibly led to some repression effects, which may confound attempts to correlate the expression levels in the datasets from the overexpression and deletion mutants.

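edgeR called all 6 genes with an identifier in this list lower in the Δ*xyr1-2* mutant on cellulose than in the wild type on cellulose. The smallest change, in *cre1*, is also the one that fell under 2-fold when libraries were scaled by size only. *CE5* (Triha1_118643, position 302677 to 303795 of its scaffold), annotated as a cutinase or acetylxylan esterase, had 24.1 ± 8.98 FPKM (SD, n = 3) in the wild type on cellulose and 0.380 FPKM on D-fructose, a log2 fold change of 6.13 (standard error 0.650, edgeR adjusted p = 0.003).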

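In the Δ*xyr1-2* mutant on cellulose *CE5* had 0 reads in each of the 3 libraries, compared with between 277 and 578 per library in the wild type, at least 471-fold lower against a floor of 3 reads over the group. The *GH11* gene had between 2 and 6 reads per mutant library and *GH10* between 1 and 18, with 18 in replicate 2.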

The *T. harzianum* Δ*xyr1* deletion mutant is a useful resource for future investigations on the regulation of transcriptional responses to crude plant biomass substrates, and investigating which sugars are signaling via XYR1. Also, investigating the role of XYR1 in induced resistance in plants has potential for strain improvement in *T. harzianum* for biocontrol applications.

## Figures and Tables

**Figure 1:**
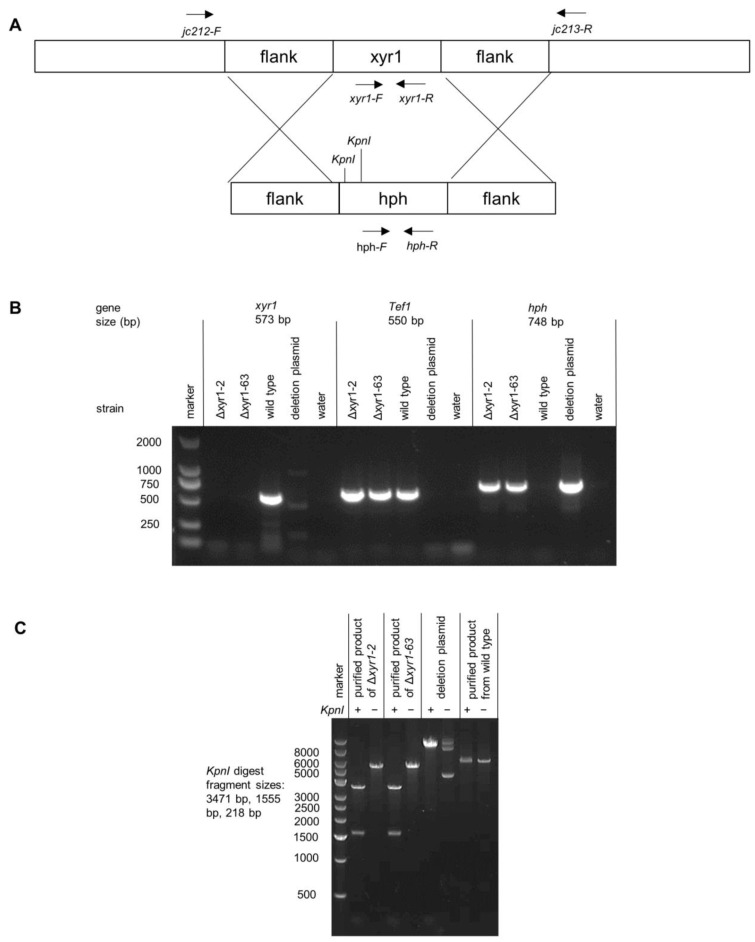
PCR and restriction digest verification of *T. harzianum* Δ*xyr1* mutants. (**A**) Schematic diagram of *xyr1* locus and deletion cassette highlighting the location with black arrows of primer binding and restriction digest sites, (**B**) agarose gel images demonstrating the absence of the *xyr1* sequence in the mutants, and (**C**) gel image from the restriction digest of the PCR product that spans across the *xyr1* locus to verify integration at the *xyr1* locus. It should be noted that the PCR products from wild type and Δ*xyr1* loci were too similar in size to distinguish, and instead, restriction digests of the products were used.

**Figure 2:**
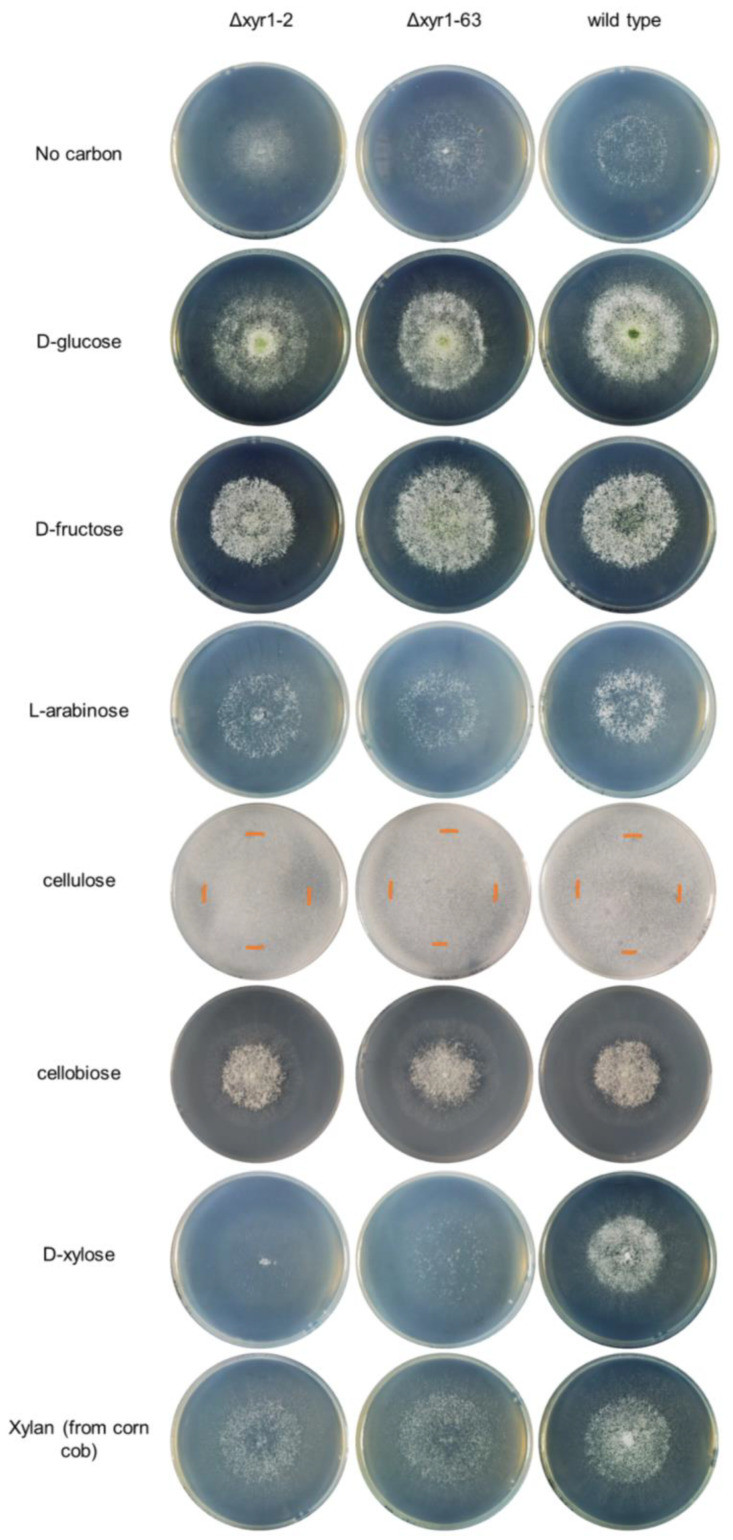
Growth profiling analysis of *T. harzianum* Δ*xyr1* deletion mutants. The edge of the colony on the cellulose cultures is marked with an orange-colored line on the plate images. The growth profiling experiment was repeated twice with similar results from both repeats. Table S3 contains the colony diameter measurements from the two repeat experiments.

**Figure 3:**
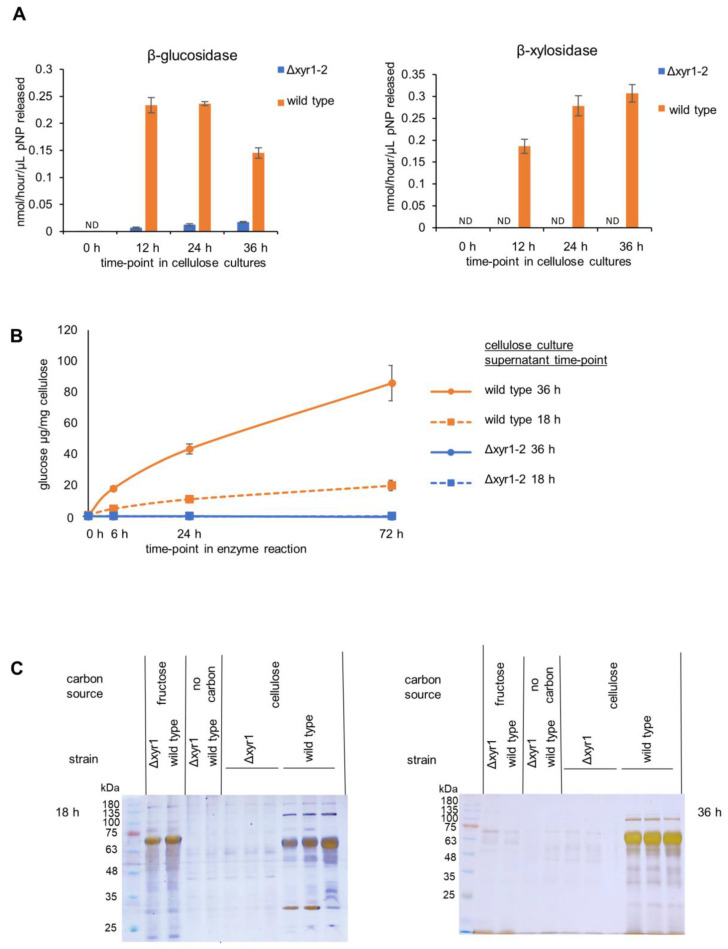
Enzyme activity and PAGE gel analysis of the *T. harzianum* Δ*xyr1* mutant. (**A**) β-glucosidase and β-xylosidase enzyme activities from the time-course of wild-type and Δ*xyr1* mutant cellulose cultures, (**B**), cellulase activity from wild-type (orange-colored lines) and Δ*xyr1* mutant (blue-colored lines) 18 h (dashed lines) and 36 h (solid lines) cellulose-induced cultures, and (**C**) silver-stained PAGE gel analysis of supernatants from wild-type and Δ*xyr1* mutant 18 h and 36 h cellulose cultures. The cellulase activity assay was repeated twice with the same trends in both repeats. ND = not detected.

**Figure 4:**
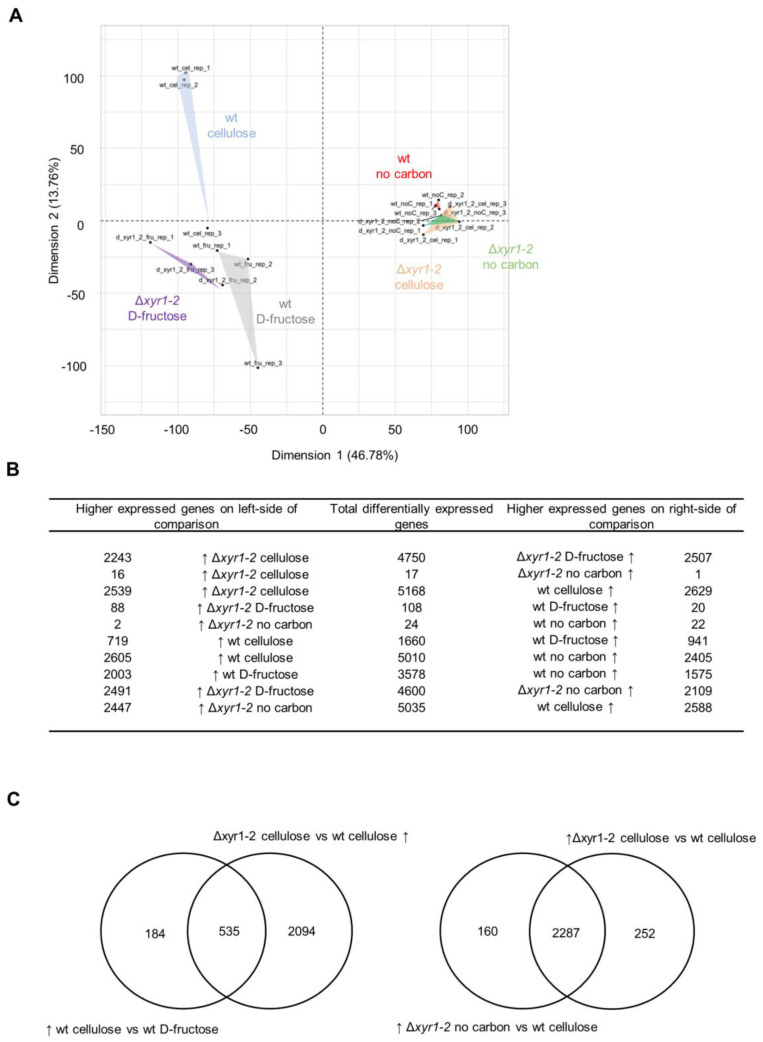
Overview RNA-Seq analysis of the *T. harzianum* Δ*xyr1* mutant. (**A**) Principal component analysis of the global transcriptomes of the *T. harzianum* wild type and Δ*xyr1-2* mutant 18 h after transfer to shake-flask cultures of D-fructose, no carbon, or cellulose. (**B**) Summary of the number of differentially expressed genes, and (**C**) Venn diagrams showing overlap in genes differentially expressed in particular comparisons. The arrow symbol ↑ indicates higher expressed genes in a particular condition in a comparison.

**Figure 5:**
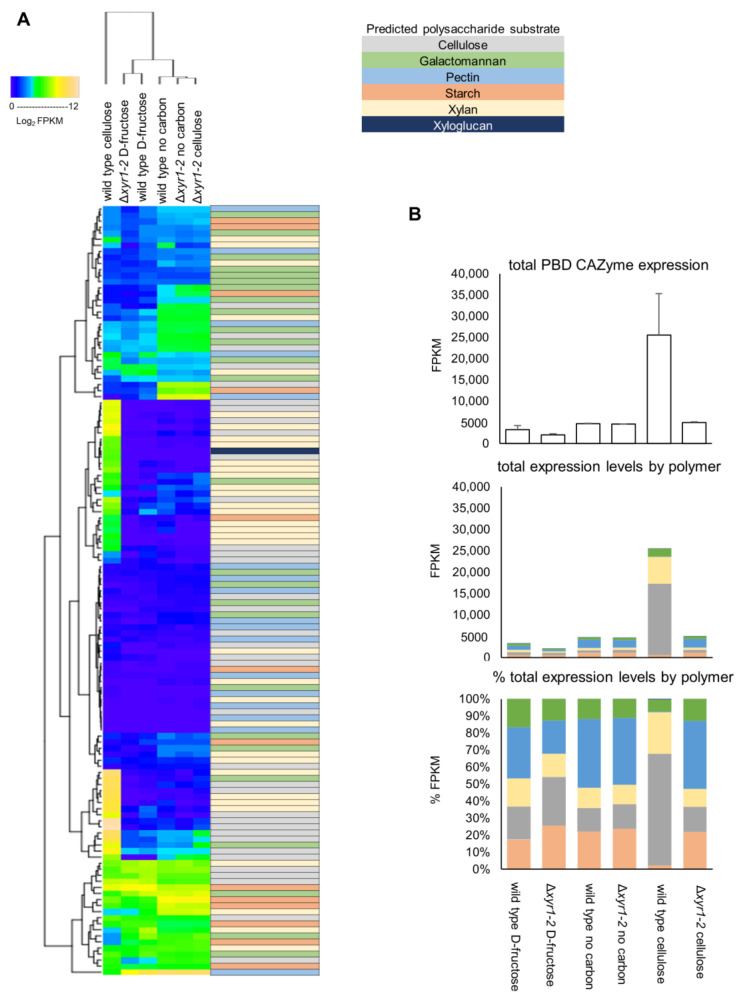
(**A**) Heatmap of the expression patterns of plant biomass-degrading (PBD) CAZy. The log2 FPKM values were clustered using hierarchical clustering. The predicted polysaccharide substrate that the PBD CAZyme acts on is color-coded. (**B**) Totals of PBD CAZy expression, and proportions attributed to activities towards particular polysaccharides present in plant biomass. Error bars on graphs represent standard errors (n = 3). See Figure S2 for a high-resolution image of the heatmap where the gene IDs and annotations for each of the rows of the heatmap are visible.

## Data Availability

The RNA-Seq data from this study were deposited in the NCBI GEO database with the accession number GSE252008.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom14020148/s1, Table S1. List of primer sequences used in the study for the generation of the deletion fragment for *xyr1* deletion, for screening transformants, and confirming the integration of the deletion cassette at the *xyr1* locus (EXCEL file). Table S2. Gene annotations for *Trichoderma harzianum* (Triha1), and RNA-Seq dataset for wild-type and Δ*xyr1-2* mutant cultures on D-fructose (fru), without a carbon source (noC), and microcrystalline cellulose (cel). (EXCEL file). Table S3. Colony diameters from 48 h from the growth profiling of *T. harzianum* Δ*xyr1* mutants on various carbon sources from (A) first repeat and (B) second repeat. A *t*-test was used to indicate significant differences between mutant and control (EXCEL file). Figure S1. Images from 96 h from the plate-culture growth profiling analysis of the *Trichoderma harzianum* Δxyr1 mutant. The growth profiling experiment was repeated twice with similar results from both repeats. Figure S2. High-resolution image of the heatmap of the expression patterns of plant biomass-degrading (PBD) CAZy where the gene IDs and annotations for each of the rows of the heatmap are readable (PDF file). Figure S3. Uncropped agarose or PAGE gel images used in figures (PPT file).

# Supplementary material for: Growth, Enzymatic, and Transcriptomic Analysis of xyr1 Deletion Reveals a Major Regulator of Plant Biomass-Degrading Enzymes in Trichoderma harzianum
**Source:** Biomolecules. 2024 Jan 24;14(2):148. doi: 10.3390/biom14020148
**Supplement:** Supplementary file 1

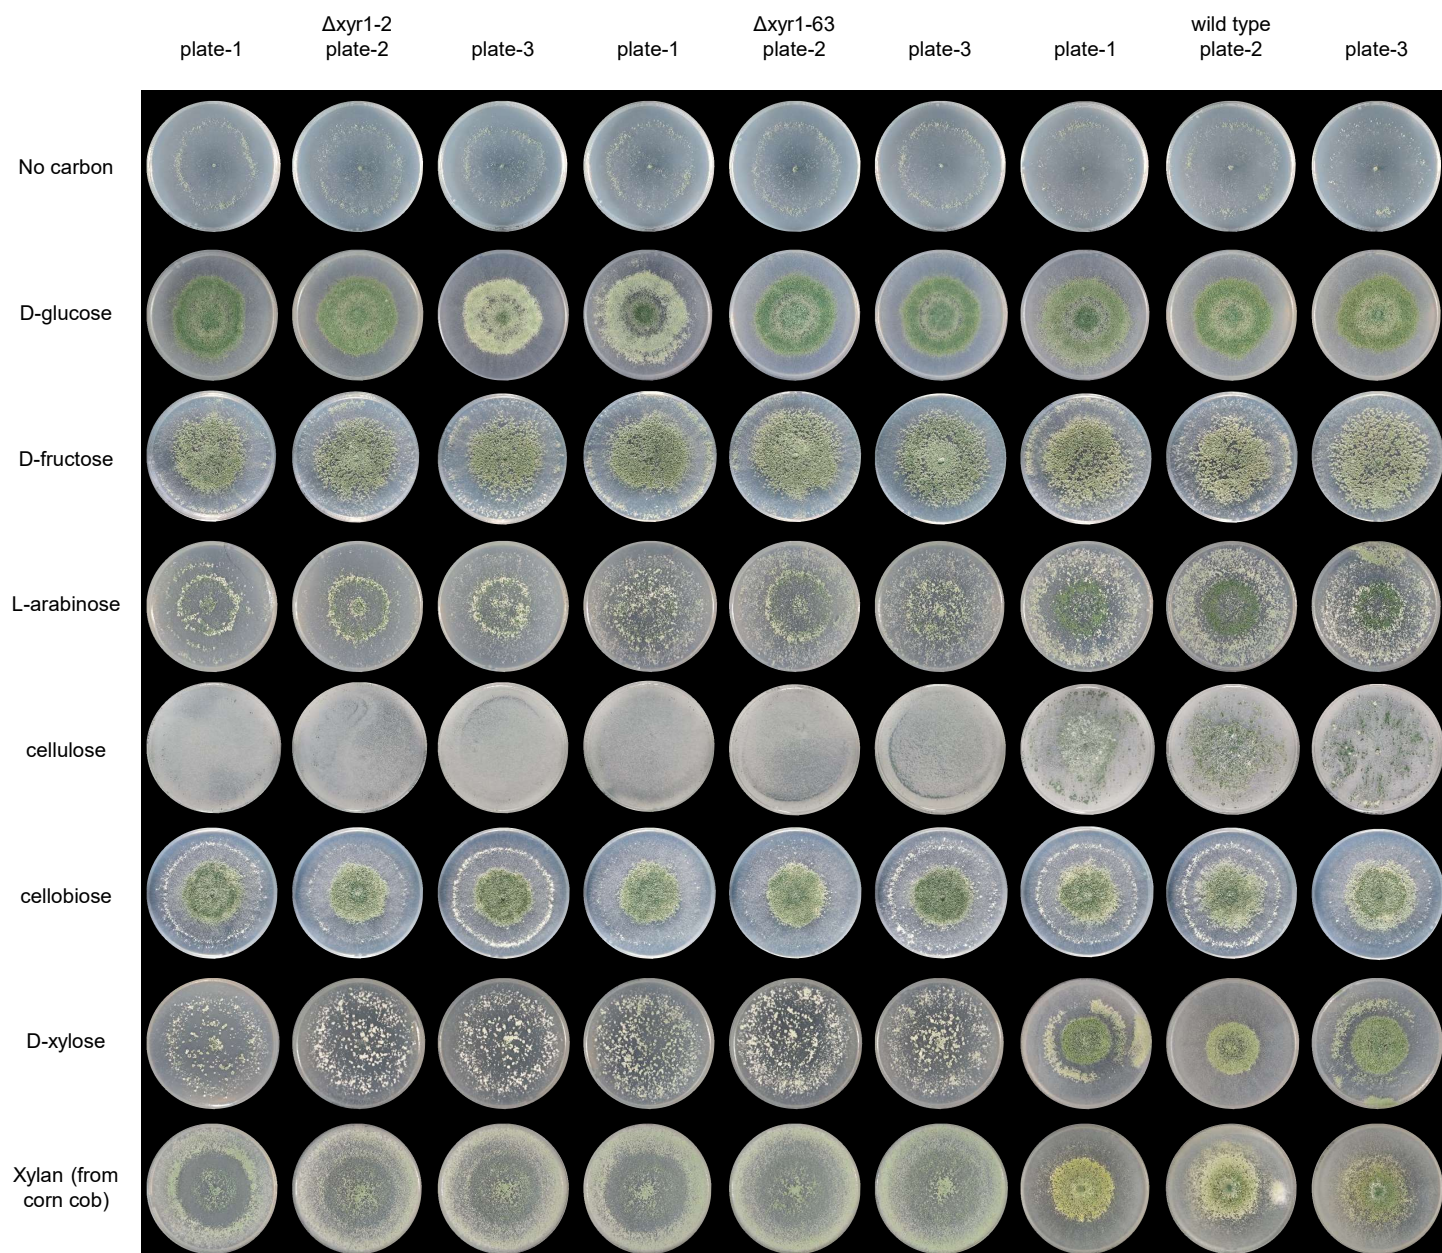

Figure S1. Images from 96 h from plate culture growth profiling analysis of *Trichoderma harzianum*  $\Delta xyr1$  mutant.

# Supplementary material for: Growth, Enzymatic, and Transcriptomic Analysis of xyr1 Deletion Reveals a Major Regulator of Plant Biomass-Degrading Enzymes in Trichoderma harzianum
**Source:** Biomolecules. 2024 Jan 24;14(2):148. doi: 10.3390/biom14020148
**Supplement:** Supplementary file 1

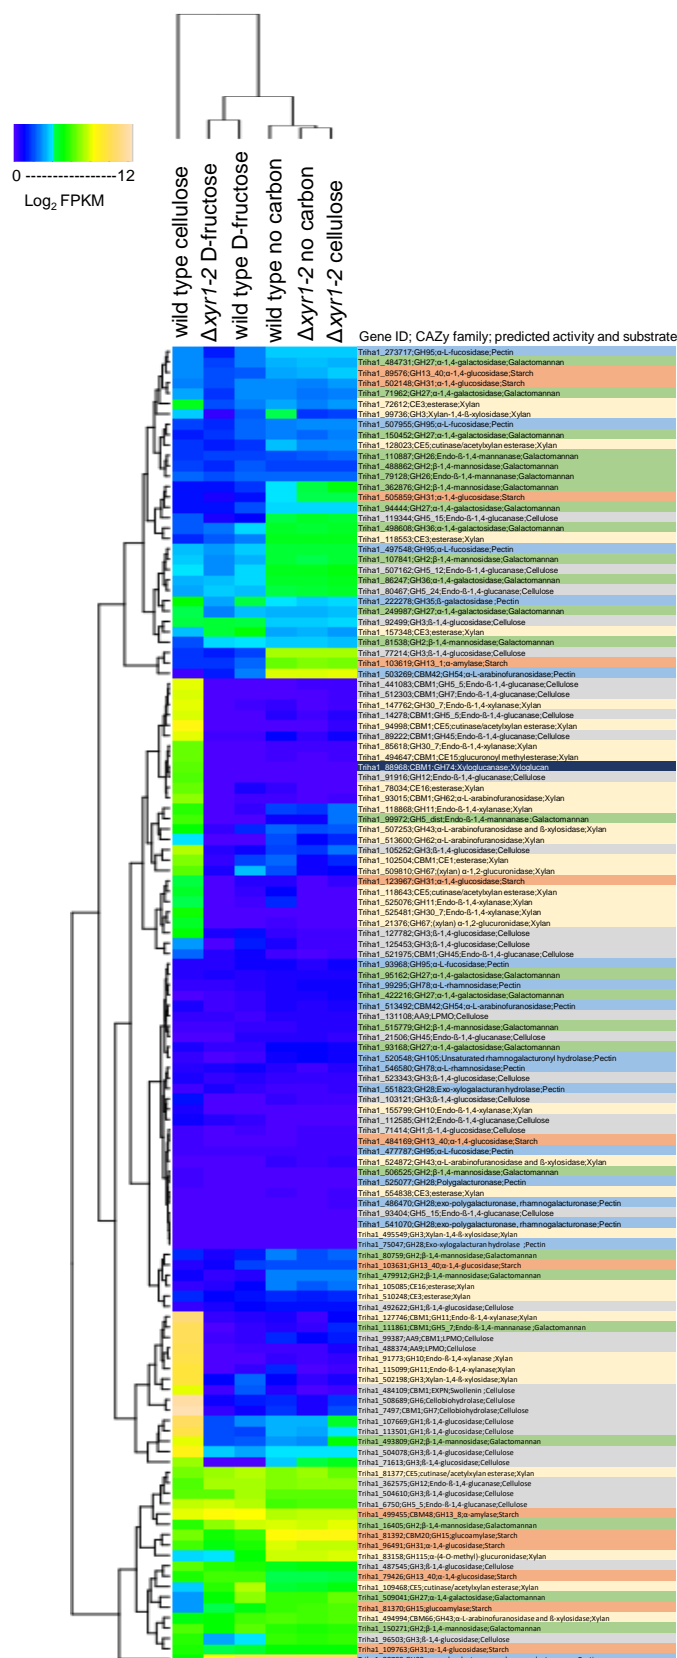

Figure S2. High-resolution image of the heatmap of the expression patterns of plant biomass-degrading (PBD) CAZy where the gene IDs and annotations for each of the rows of the heatmap are readable.

# Supplementary material for: Growth, Enzymatic, and Transcriptomic Analysis of xyr1 Deletion Reveals a Major Regulator of Plant Biomass-Degrading Enzymes in Trichoderma harzianum
**Source:** Biomolecules. 2024 Jan 24;14(2):148. doi: 10.3390/biom14020148
**Supplement:** Supplementary file 1

## Slide 1
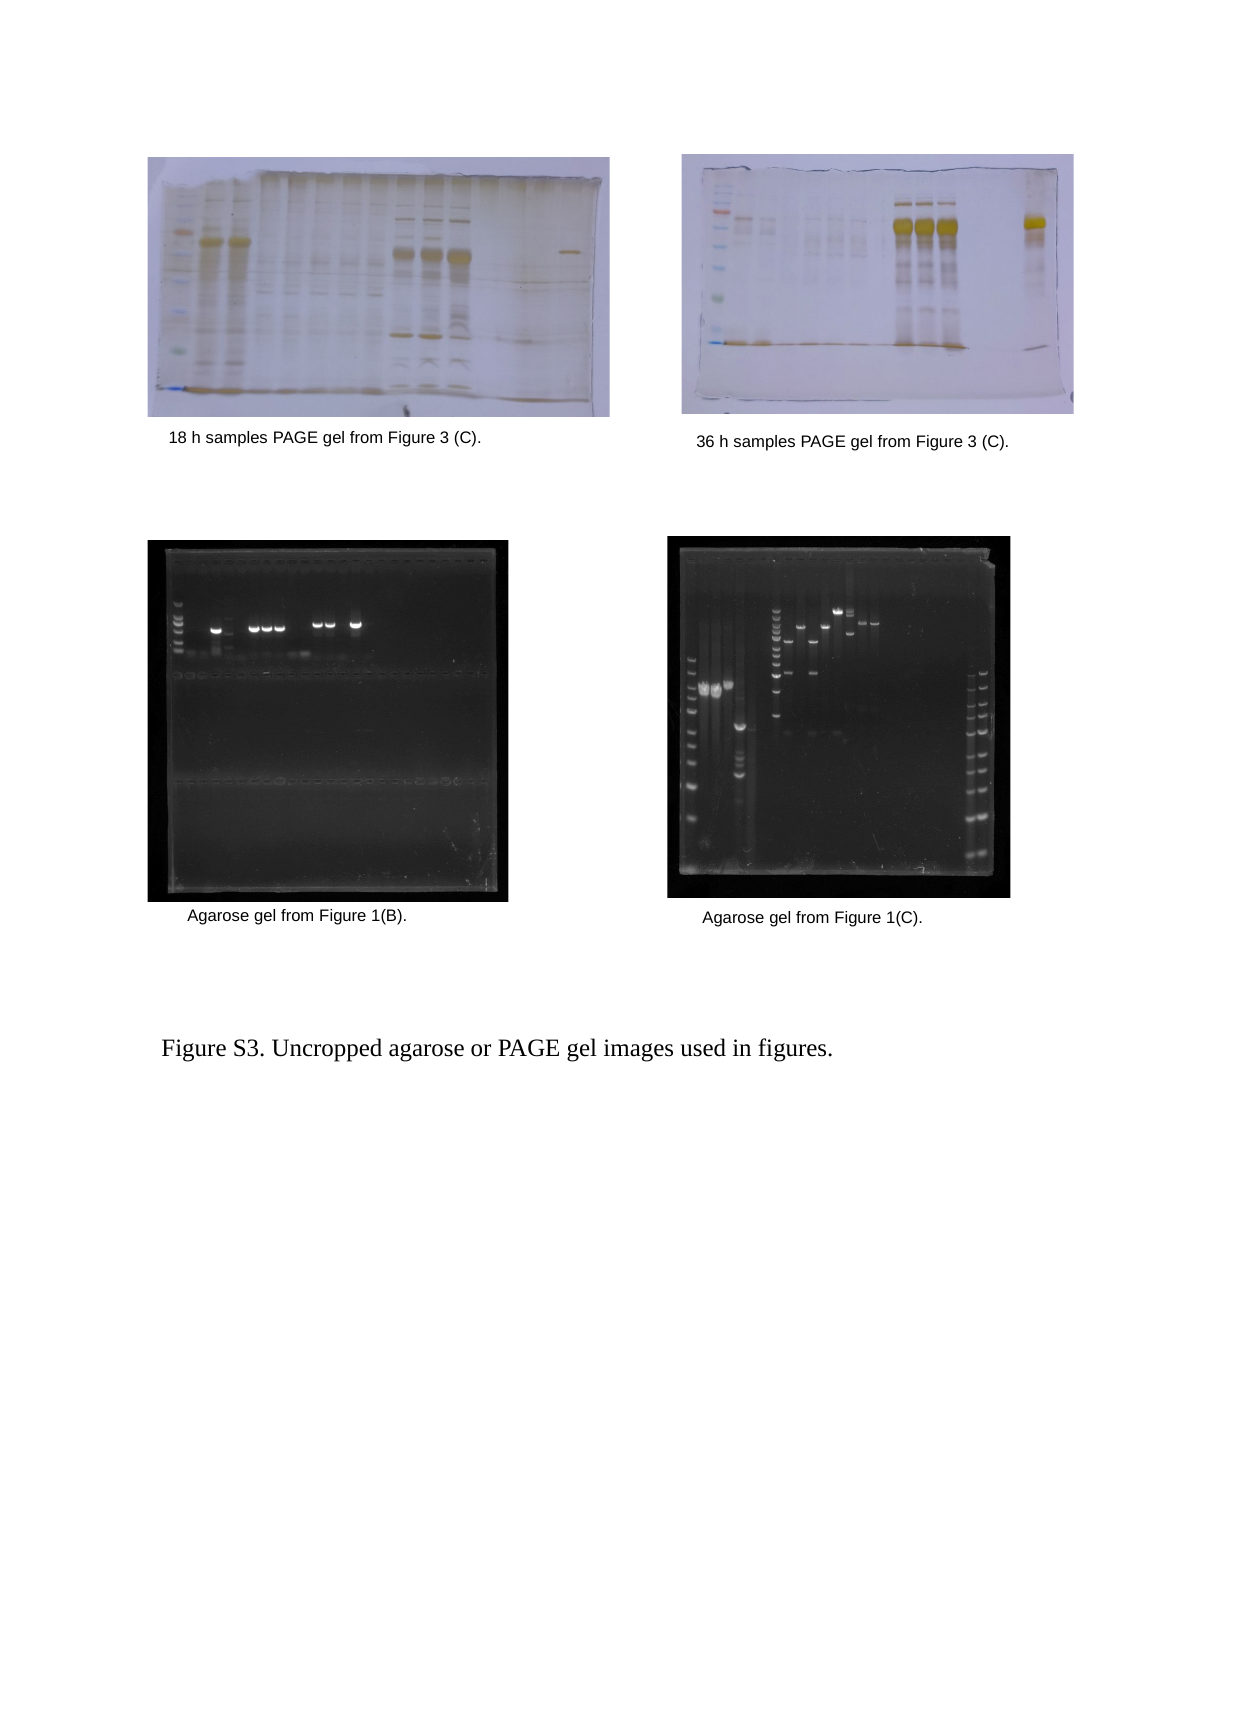

18 h samples PAGE gel from Figure 3 (C).
36 h samples PAGE gel from Figure 3 (C).
Agarose gel from Figure 1(B).
Agarose gel from Figure 1(C).
Figure S3. Uncropped agarose or PAGE gel images used in figures.

How the deposited data were processed for this re-analysis (not part of the article)

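The data are 18 RNA-seq libraries from shake-flask cultures of *T. harzianum*, 3 replicates each of the wild type and the Δ*xyr1-2* mutant on cellulose, on D-fructose and without a carbon source. The condition and replicate number of each library were taken from the sample labels. The reads on *xyr1* in each library were used as a check of the strain labels.

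The authors made poly-A libraries, sequenced them as paired-end reads, cleaned and mapped the reads with STAR to the genome of the wild-type strain, and counted the reads on each gene with HTSeq to give the counts that they deposited. The deposited FPKM were computed by the authors from these data, scaled for gene length and library size. Both tables hold 14650 genes and were matched by their names, since the order of the genes differs between them. The counts are whole numbers, 469 genes have no read in any library, and no 2 libraries are identical. The 14290 annotated names were all found in the reference annotation, which gave the positions on assembly Triha v1.0.

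Comparisons of groups used the counts. The main test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, fitted to the 6 libraries of the 2 groups compared, with TMM normalization and the filterByExpr filter at its defaults. The p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05, a fold change over 2 and a mean FPKM over 1 in at least 1 of the groups, which are the criteria of the paper. Standard errors of log2 fold changes were derived from the F statistic. The strain difference in the response to cellulose was fitted as an interaction term on 12 libraries in the same way, but called without the FPKM criterion. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other values. Summed FPKM were compared with 2-sided exact permutation tests of their log2 values, for which 3 cultures against 3 cannot give a p under 0.1. Intervals of shares and read ratios are 95% exact intervals and cover counting error only.

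The tests, the alternatives and the rule for the genes named were chosen before the data were examined, except where an addition is stated. The alternatives for the counts of DE genes were DESeq2 1.42.0 on the same groups, RLE size factors, scaling by library size only, no filter on low counts, all 18 libraries in one fit, the replicate number as a block, no FPKM criterion, an adjusted p under 0.01, and leaving out each library in turn. DESeq2 with shrunken fold changes, the default of the version that the paper names, was added after the data were seen. For the summed FPKM they were rescaling by TMM factors, CPM and the median of the replicates. For the principal component analysis they were no scaling to unit variance, a pseudocount of 0.1 in place of 1, only genes with a mean FPKM over 1 in a group, TMM-normalized log2 CPM, and FPKM without a log transform. A change of sign of a gene that was called under neither setting was not counted as a reversal.

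The replicate numbers were tested as pairs, since the paper describes separate spore plates for each set of replicates. Over all genes tested, the deviations of same-numbered libraries from their group means had a Pearson's r over 0.1 for all 3 replicates in 2 of the 15 pairs of groups, the wild type on cellulose and on D-fructose, and the Δ*xyr1-2* mutant on cellulose and without a carbon source. The blocked fit was kept as an alternative for each comparison. Between the strains in the same condition r was not over 0.1 for all 3 replicates, so calls lost there with the block do not speak for a pairing.

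Lists of genes were taken from the part of Table S2 used here, which holds 818 of its 14650 genes, with 58 of the 128 PBD CAZymes. Their counts and sums are therefore for the genes listed, and no enrichment of a list was tested. β-Glucosidases and β-xylosidases as groups, and the transcription factors whose identifiers are not in that part, were not analysed here.

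The genes named are those that the paper names with an identifier in its text or in that part of Table S2, the endo-β-1,4-glucanases called as induced by cellulose, the 3 sugar transporters with the largest fall and the 2 with the largest rise in the mutant on cellulose, and the 2 annotated genes on either side of *xyr1*. They also include the 2 genes with the largest rise and the 2 with the largest fall by fitted log2 fold change, with replicates that do not overlap, in the comparison of the strains on cellulose and in each of the 3 comparisons for which the paper gives few DE genes. Some values of Table S2 had been seen when this rule was written. Other genes called in the comparisons with few calls were named after their values were seen.

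The test was tried on simulated data with 200 genes changed 4-fold, at the depth and the spread of each gene in each pair of groups. Genes were drawn independently, so shifts shared by many genes of a library were left out. The overlap of 2 comparisons was simulated in 20 draws, with unchanged groups centred on the mean of the wild-type cellulose libraries. This leaves out a chance deviation of the shared control. A fold against a group without any read was computed against a floor of 3 reads over the group and is given as a lower bound.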

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

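The tests given in this part were set down before their results were seen, except that the regroupings were told apart by the wild-type cellulose libraries only after their counts were seen.

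The strains differed in their response to cellulose. In an interaction term fitted by edgeR, the change between cellulose and no carbon differed between the wild type and the Δ*xyr1-2* mutant in 4877 of 11873 genes, 2365 with a more positive change in the wild type and 2512 with a more positive change in the mutant, and the change between cellulose and D-fructose differed in 5007 of 11788 genes, 2485 with a more positive change in the wild type and 2522 in the mutant. DESeq2 called 5203 and 5465 genes. The FPKM criterion of the comparisons of 2 groups was not applied to the interactions. Both results were picked out because a difference between groups was itself tested.

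Several technical explanations were tested. With all libraries thinned to the same number of reads, 4842 and 4979 genes were called, which argues against library size. Without the 100 genes with the most reads, 4807 and 4940 were called, which argues against a few genes that take most of the reads. The log2 fold change of the interaction had a Spearman's rho with gene length of 0.0013 and -0.048. With any single library left out, at least 4463 and 4221 genes were called, so no single mislabelled library explains the difference. Of 50 regroupings of the libraries, the real one included, 1 had as many called genes in each interaction, the real one. In 48 the wild-type cellulose libraries were parted, which puts real differences into the spread, and none of these had a called gene by edgeR. The 1 other regrouping that kept them together had 4591 genes for no carbon and 100 for D-fructose. It still sets the wild-type cellulose libraries apart from the rest, so its calls can hold their real difference. Neither kind of regrouping is free of real differences, so this count cannot decide on chance. With scaling by library size only, 5583 and 6025 genes were called, but the share of genes with the more positive change in the wild type went from 48.5% to 21.0% and from 49.6% to 20.2%, so the numbers of genes called in each direction depend on the normalization. In these libraries the response to cellulose depended on the strain, and the strains differ by the deletion of *xyr1*. For no carbon, medians were taken over called genes with a value in both strains, which the same test had chosen. Genes with the more positive change in the wild type had a median log2 fold change of 1.73 there and -0.029 in the mutant. Those with the more positive change in the mutant had -2.13 in the wild type and 0.073 in the mutant. Whether XYR1 acts on these genes directly stays open. Less carbon taken up by the mutant on cellulose would be part of the same difference and was not tested apart from it here.

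Of the 360 genes that the authors list without an annotated identifier, which the paper's text does not discuss, 247 were tested between the strains on cellulose and 108 were called, 78 higher and 30 lower in the mutant. They were picked out as genes outside those that the paper discusses, whether or not they are among its DE genes. This is 43.7% of those tested, compared with 42.2% of the annotated genes. DESeq2 called 115, scaling by library size only gave 130, and leaving out single libraries gave between 91 and 128. With the libraries thinned to the same number of reads 108 were called, which argues against library size as the explanation. edgeR called 0 of them without a carbon source and 0 on D-fructose, where it called 15 and 1 genes in all at 738 and 878 unadjusted p under 0.05, and DESeq2 called 24 and 110. The names of these genes give no position or sequence here, so reads shared with annotated genes were not tested and stay open.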

How the results depend on the processing

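DESeq2 with shrunken fold changes was the alternative that was added after the data were seen. The others were planned.

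The numbers of DE genes between the strains on cellulose, in the comparisons of carbon conditions that are not given next, and in both interactions stayed within 1.5 times the values given under each alternative tried, as did the summed FPKM ratios within the spread between replicates. The direction with more DE genes changed under at least 1 alternative in 8 of the 10 comparisons and in both interactions, mostly where the numbers in each direction were close. Between D-fructose and no carbon, in either strain, this direction changed only when scaled by library size, which shifts the median log2 fold change of all genes tested. Between the strains on D-fructose the direction rests on the 1 gene that edgeR called. Between the wild type on cellulose and on D-fructose, with 303 genes higher and 525 lower, it was 114 higher and 97 lower at an adjusted p under 0.01, 174 and 126 without cellulose replicate 1, and 146 and 114 without cellulose replicate 2.

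Between the wild type on cellulose and on D-fructose, where edgeR called 828 genes, DESeq2 called 1661, DESeq2 with shrunken fold changes 1640, all 18 libraries in one fit 2293, the replicate block 2003 and an adjusted p under 0.01 gave 211. Leaving out single libraries gave between 213 and 2868. On D-fructose between the strains, in place of 1 gene, DESeq2 called 110, shrunken fold changes 105, all 18 libraries in one fit 113 and an adjusted p under 0.01 gave 0, where 878 genes had an unadjusted p under 0.05 by edgeR. Leaving out single libraries gave between 0 and 1. Without a carbon source, in place of 15, DESeq2 called 24, all 18 libraries in one fit 3, the replicate block 7 and an adjusted p under 0.01 gave 5, with between 3 and 12 when single libraries were left out. Between the mutant on cellulose and without a carbon source, in place of 9, DESeq2 called 17, all 18 libraries in one fit 5 and an adjusted p under 0.01 gave 4, with between 4 and 8 when single libraries were left out. An adjusted p under 0.01 calls fewer genes by construction, and for the others the cause was not tested.

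Scaled by library size only, 10 PBD CAZymes were higher in the mutant in place of 6, 25 carbon catabolic enzymes were lower in place of 45, 3800 genes were higher than in the wild type on cellulose in both mutant groups in place of 2263, and the share of cellulose-induced genes lower in the mutant was 68.6% in place of 75.2%. This scaling shifts the median log2 fold change by 0.68 between the strains on cellulose, by 0.59 between the mutant without a carbon source and the wild type on cellulose, and by -0.17 between the wild type on cellulose and on D-fructose. How far these shifts account for each of the values was not tested. The share was between 70.3% and 83.2% when single libraries were left out.

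Of the carbon catabolic enzymes, 9 were called higher on cellulose, and 18 by DESeq2, 18 by DESeq2 with shrunken fold changes, 25 with all 18 libraries in one fit, 22 with the replicate block and 5 at an adjusted p under 0.01, with between 4 and 28 when single libraries were left out. For the sugar transporters higher on cellulose, leaving out single libraries gave between 5 and 11 in place of 9, and 4 were higher on cellulose and lower in the mutant at an adjusted p under 0.01 in place of 7. The ratio of distances in the principal component analysis, 2.33, was 4.49 without scaling to unit variance, 3.14 with only genes over 1 FPKM, 3.00 with TMM-normalized log2 CPM and 2.15 without a log transform. The cause was not tested.

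Of the named genes, 59 were compared between the strains on cellulose. Under scaling by library size only, 4 lost and 1 gained their call, with all 18 libraries in one fit 1 gained it, with the replicate block 2 lost and 1 gained it, and when single libraries were left out 3 lost and 1 gained it. Of 57 compared between the wild type on cellulose and on D-fructose, 4 gained their call with DESeq2, 3 with shrunken fold changes, 5 with all 18 libraries in one fit and 8 with the replicate block, 1 lost it under scaling by library size only, and 10 lost and 5 gained it when single libraries were left out. With DESeq2, the replicate block and all 18 libraries in one fit, 0 of the 57 lost their call. Of 15 compared without a carbon source, 12 lost their call with all 18 libraries in one fit, 5 with shrunken fold changes, 8 with the replicate block and 12 when single libraries were left out. Of 13 on D-fructose, 7 gained their call with DESeq2, 7 with shrunken fold changes and 6 with all 18 libraries in one fit, and 1 lost it when single libraries were left out. Of 9 between the mutant on cellulose and without a carbon source, 4 lost their call with all 18 libraries in one fit, 1 with shrunken fold changes, 3 with the replicate block and 5 when single libraries were left out. No named gene that was called changed its direction.

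Depth limits the genes near 0 reads. Against a floor of 3 reads over 3 libraries, a gene without reads can only be given a lower bound.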

Differences from the paper's values

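DESeq2 with shrunken fold changes was the setting that was added after the data were seen, and the other alternatives were set before the data were examined.

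The paper states 1660 DE genes between the wild type on cellulose and on D-fructose, with 719 higher on cellulose, where edgeR called 828, with 303 higher. Of the alternatives set before, DESeq2 (1661, 720 higher), all 18 libraries in one fit (2293, 975) and the replicate block (2003, 789) fall within 1.5 times the paper's values. RLE size factors (738, 320), library size only (913, 258), no filter on low counts (779, 317), no FPKM criterion (848, 311) and an adjusted p under 0.01 (211, 114) do not. The setting chosen after seeing the values, shrunken fold changes, gave 1640 and 706.

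Between the Δ*xyr1-2* mutant on cellulose and without a carbon source, Fig. 4B shows about 17 DE genes, read by eye, where edgeR called 9. DESeq2 gave the same number as the figure. RLE size factors, library size only and no filter on low counts gave 9, no FPKM criterion 10, the replicate block 6, all 18 libraries in one fit 5, an adjusted p under 0.01 gave 4 and shrunken fold changes gave 8, none within 1.5 times the figure's value.

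Between the strains on D-fructose, Fig. 4B shows about 110 DE genes, read by eye, where edgeR called 1, *xyr1* itself. The number of genes with an unadjusted p under 0.05 was 878. DESeq2 (110), all 18 libraries in one fit (113) and shrunken fold changes (105) fall within 1.5 times the figure's value. RLE size factors, library size only, no filter on low counts, the replicate block and no FPKM criterion gave 1 and an adjusted p under 0.01 gave 0.

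Between the strains without a carbon source, Fig. 4B shows about 24 DE genes, read by eye, where edgeR called 15. DESeq2 gave the same number as the figure, and no filter on low counts (18) also falls within 1.5 times the figure's value. RLE size factors, library size only and no FPKM criterion gave 15, shrunken fold changes 10, the replicate block 7, an adjusted p under 0.01 gave 5 and all 18 libraries in one fit gave 3.

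In the paper, the expressed endo-xylanases are all induced by cellulose. Triha1_525076 was not called by edgeR, with a log2 fold change of 7.15, but was called by DESeq2, with the replicate block and with all 18 libraries in one fit. Of the endo-β-1,4-glucanases, 6 are induced by cellulose and lower in the mutant in the paper, where 5 were called by edgeR and 6 by DESeq2, among the 14 in the part of Table S2 used here. The paper counts *lad1* among the genes higher on cellulose. edgeR did not call it, at a log2 fold change of 1.02, and DESeq2, the replicate block and all 18 libraries in one fit did. For the β-glucosidase Triha1_96503 the paper describes similar levels on D-fructose, where it had 15.5 FPKM compared with 52.9 on cellulose. edgeR did not call this difference, and DESeq2, the replicate block and all 18 libraries in one fit did. The paper reports *xyr1* as not detected in the mutant, where 45 reads over 9 libraries were counted on it.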

Other observations

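Chosen only after their results were seen were the tests of D-fructose RNA in wild-type cellulose replicate 3, of the placement of neighbouring genes, of carry-over into the genes higher in the mutant on cellulose than without a carbon source, and of reads in Δ*xyr1-2* cellulose replicate 2, as well as the allowance for the number of genes in the test of *xyr1* reads, the interval used to judge the share lower without carbon, and the reading of a mixed outcome of the starvation test of wild-type cellulose replicate 3 as open.

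For each of the 10 comparisons of groups, 1 of 10 splits of the 6 libraries, the real one, had as many DE genes, and no other split had any. With 3 libraries against 3 the share cannot be under 0.1, so chance cannot be excluded by this count alone.

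The *xyr1* gene is replaced in the mutant, and 45 reads were counted on it there. A carry-over of reads from wild-type libraries at 1 rate for all genes would leave no gene with a lower ratio of mutant to wild-type reads. Of 5088 genes with at least 5000 wild-type reads, 10 had a lower ratio, and in 1, Triha1_115099, the intervals did not overlap (24 of 44548 reads, 0.0539%). This gene was the lowest of all of these, and with an allowance for the number of genes the exact p of its difference from *xyr1* was 1. On cellulose alone the ratio of *xyr1* was 0.0929% (exact interval 0.0582% to 0.141%). A single rate for all genes therefore stays open, as do rates that differ between libraries and reads from the flanks of the gene.

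In the Δ*xyr1-2* mutant on cellulose, 28 genes with at least 5000 reads in a wild-type cellulose library were nearly silent, with replicates 1 and 3 under 0.1% of the wild-type mean. Of these, 26 had more reads in replicate 2 than the mean of replicates 1 and 3, with 245, 1516 and 171 reads in all in replicates 1, 2 and 3. This choice of genes sets no limit on replicate 2 and so favours it. Chosen in the same way with no limit on replicate 1 or on replicate 3, only 3 of 16 and 1 of 12 genes were higher in that replicate than the mean of the others. The excess in replicate 2 rose with the reads of the gene in wild-type cellulose replicate 3, at a Spearman's rho of 0.849 over the 28 genes, higher than for the other 16 libraries compared (0.679 for wild-type cellulose replicate 1, the next). The excess came to 0.073% of the reads of that library. A candidate explanation is that a small share of reads of that library was assigned to this one, from which an excess of 9.59 reads of *xyr1* would be expected. Replicate 2 had 11 reads of *xyr1*, compared with 7 and 4 in replicates 1 and 3, a smaller excess than that. No biological explanation was tested.

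Wild-type cellulose replicate 3 lay nearer to the wild-type D-fructose libraries than to its own group in the principal component analysis (mean distances 159.9 and 176). RNA of a D-fructose culture mixed into this library would lower the induced genes, but 11 of the 12 cellobiohydrolases, LPMOs and endo-xylanases over 1 FPKM were higher in it than in both other replicates, and their summed FPKM was 31137 in replicate 3, 8940 in replicate 1 and 7486 in replicate 2. This argues against such a mixture as the whole cause. Less carbon starvation in this culture would lower the genes that are higher without a carbon source than on D-fructose and raise the genes that are lower. The median log2 difference from the other replicates was 0.197 for the former and 0.475 for the latter, compared with 0.119 over all genes. Of the former, 41.1% were lower in replicate 3, and of the latter, 66.8% were higher. The latter genes moved as this explanation predicts and the former did not, so it stays open. The number of DE genes between the wild type on cellulose and on D-fructose was 2868 without this library, so that the spread it brings is a candidate explanation for the lower count by edgeR than by DESeq2. The cultures of a replicate number came from the same set of spore plates. Between cellulose and D-fructose in the wild type, the deviations of same-numbered libraries correlated (Pearson's r 0.39, 0.18 and 0.38), and the replicate block raised the count to 2003. Over all pairs of wild-type groups the lowest correlation was -0.077, between cellulose and no carbon, where a shared plate would also act. A part of the spread shared through the plates therefore stays open.

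A second gene that was lost in the mutant besides *xyr1* would be nearly silent in all 3 conditions. Of 6429 genes with at least 100 reads in every wild-type library, 0 had under 1% of the wild-type level in the mutant in all 3, in read counts and without a test. This covers expressed genes only and says nothing of smaller falls or of changes in sequence. DESeq2 called 7 genes, *xyr1* included, lower in the mutant in all 3 conditions, and 15 on cellulose and without a carbon source, and edgeR called *xyr1* alone on D-fructose.

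Carbon starvation was tested with the wild type. Of 4729 genes called between the strains on cellulose and tested in the wild type between no carbon and D-fructose, 91.5% changed in the same direction as in the wild type without a carbon source (89.4% of the higher and 93.7% of the lower genes), compared with 66.6% of the genes not called. It was 91.8% with libraries scaled by size only. A starvation response in the mutant on cellulose is consistent with this share. For the cellulose-induced genes it stays open. Of those that were lower in the mutant, 175 could be tested. Of these, 56.6% (exact interval 48.9% to 64.0%) were lower without a carbon source than on D-fructose, 49 called lower and 25 called higher. The share does not tell starvation apart from loss of induction, since the same wild-type D-fructose libraries enter the choice of these genes.

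Without XYR1, 9 genes were still higher on cellulose than without a carbon source in the mutant, and 6 of them were also called higher in the wild type on cellulose than without a carbon source. Carry-over of wild-type cellulose reads was tested, and 9 of 9 had a ratio of reads to the wild type above that of *xyr1*, with intervals that did not overlap. With the replicate number as a block, which pairs these cultures, 6 genes were called. The lowest count with a library left out was 4, without Δ*xyr1-2* cellulose replicate 2 or no carbon replicate 2 or 3, and it was 5 without no carbon replicate 1. Of the 9, 3 lie within 5 consecutive annotated genes, Triha1_152936 (474475 to 478407), Triha1_524359 (482363 to 483412) and Triha1_152943 (483690 to 485464), with 76.9 ± 6.83, 115 ± 8.19 and 33.3 ± 6.38 FPKM (SD, n = 3) in the mutant and 1.56, 1.94 and 0.0891 in the wild type on cellulose. All 3 were called with the replicate block, by DESeq2 and with each library left out, but with all 18 libraries in one fit Triha1_152936 and Triha1_524359 lost their call, at log2 fold changes of 2.60 and 2.77 compared with 2.61 and 2.78. In 10000 draws of 9 random genes, 0 held 3 genes as close, which argues against chance placement. The lowest ratio of their FPKM in the mutant to the wild type was 49.4, which argues against carry-over. They may respond together to cellulose or its products in the absence of XYR1, which is a hypothesis from the same data.

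Of the neighbours of *xyr1*, Triha1_205751 (3803271 to 3804680) and Triha1_73544 (3808504 to 3809312) were lower in the mutant on cellulose, with log2 fold changes of -3.75 and -3.93 (edgeR adjusted p = 0.000451 and 0.000309), and higher in the wild type on cellulose than on D-fructose, with 4.60 and 3.59. Triha1_105416 (3817500 to 3818693) was under 1 FPKM and not tested. Triha1_1128 (3818968 to 3820449) had a log2 fold change of 0.97 between the strains (edgeR adjusted p = 0.0727), which DESeq2 did not call either. It was called with the replicate block (1.01), with all 18 libraries in one fit (1.03), under scaling by library size only (1.63) and without wild-type cellulose replicate 1 (1.36), so whether it differs depends on the setting.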
